# Hepatocyte-Specific *Phgdh*-Deficient Mice Culminate in Mild Obesity, Insulin Resistance, and Enhanced Vulnerability to Protein Starvation

**DOI:** 10.3390/nu13103468

**Published:** 2021-09-29

**Authors:** Momoko Hamano, Kayoko Esaki, Kazuki Moriyasu, Tokio Yasuda, Sinya Mohri, Kosuke Tashiro, Yoshio Hirabayashi, Shigeki Furuya

**Keywords:** *Phgdh*, liver, l-serine deficiency, insulin signaling, glucose tolerance

## Abstract

l-Serine (Ser) is synthesized de novo from 3-phosphoglycerate via the phosphorylated pathway committed by phosphoglycerate dehydrogenase (*Phgdh*). A previous study reported that feeding a protein-free diet increased the enzymatic activity of Phgdh in the liver and enhanced Ser synthesis in the rat liver. However, the nutritional and physiological functions of Ser synthesis in the liver remain unclear. To clarify the physiological significance of de novo Ser synthesis in the liver, we generated liver hepatocyte-specific *Phgdh* KO (LKO) mice using an albumin-Cre driver. The LKO mice exhibited a significant gain in body weight compared to Floxed controls at 23 weeks of age and impaired systemic glucose metabolism, which was accompanied by diminished insulin/IGF signaling. Although LKO mice had no apparent defects in steatosis, the molecular signatures of inflammation and stress responses were evident in the liver of LKO mice. Moreover, LKO mice were more vulnerable to protein starvation than the Floxed mice. These observations demonstrate that *Phgdh*-dependent de novo Ser synthesis in liver hepatocytes contributes to the maintenance of systemic glucose tolerance, suppression of inflammatory response, and resistance to protein starvation.

## 1. Introduction

l-Serine (Ser), a nutritionally dispensable amino acid, serves as an indispensable metabolite essential for mammalian fetal development [1,2]. Ser is synthesized de novo from 3-phosphoglycerate, which is catalyzed by the phosphorylated pathway composed of 3-phosphoglycerate dehydrogenase (*Phgdh*), phosphoserine aminotransferase 1 (*Psat1*), and phosphoserine phosphatase (*Psph*). Ser is utilized for the synthesis of important metabolic components, such as glycine, nucleotides, glutathione, tetrahydrofolate derivatives, and membrane lipids. We have previously demonstrated the physiological significance of de novo Ser synthesis at the cellular level. Extracellular Ser limitation leads to cell growth arrest and cell death, which is associated with the enhanced phosphorylation of p38MAPK and SAPK/JNK in *Phgdh*-deficient embryonic fibroblasts (KO-MEFs) under conditions of reduced intracellular Ser availability [3]. Simultaneously, p38MAPK is activated in part by 1-deoxy-sphinganine (doxSA), an atypical sphingolipid, which is synthesized by serine palmitoyltransferase [3,4]. Intracellular Ser deficiency induces the rapid activation of the integrated stress response (ISR) pathway, altered expression profiles of Atf4-dependent in KO-MEFs, and enhanced vulnerability to oxidative stress with the simultaneous upregulation of inflammatory gene expression [5]. Moreover, we demonstrated that extracellular Ser limitation led to a transient transcriptional activation of Atf4-target genes, including cation transport regulator-like protein 1 (*Chac1*) in a mouse hepatocarcinoma cell line expressing Phgdh [6]. These observations indicate that reduced availability of Ser by *Phgdh* disruption elicits a wide variety of stress and injury responses in non-malignant cells, at least in an in vitro cell culture setting. 

In parallel with these cell culture studies, our in vivo studies demonstrated that systemic *Phgdh* deletion resulted in severe intrauterine growth retardation and embryonic lethality, which recaptures the major symptoms of human Neu-Laxova syndrome patients. Unlike conventional KO mice, brain-specific *Phgdh* knockout (KO) mice were able to escape from embryonic lethality but exhibited marked reductions in both l- and D-Ser levels in the brain, which were accompanied by a diminished *N*-methyl-D-aspartate (NMDA) receptor function [7]. These observations reinforce the importance of de novo Ser synthesis in physiological processes, including embryonic development and mature brain functions. However, Phgdh is expressed at higher levels in certain tissues, including the heart, kidney, muscle, and liver [8]. Among these tissues, the expression and activity of the phosphorylated pathway in the liver are regulated by systemic levels of protein/amino acid nutrition and hormones [7,8]. Recent studies have implicated that Phgdh-dependent Ser synthesis supports general lipid homeostasis [9] and appears to prevent non-alcoholic fatty liver disease [10,11,12]. Nonetheless, it remains unclear how de novo Ser synthesis via the phosphorylated pathway contributes to the physiological function of the liver at steady state. 

To clarify the physiological significance of de novo Ser synthesis in the liver, we generated liver hepatocyte-specific *Phgdh* KO (LKO) mice using an albumin-Cre driver. In this study, we demonstrated that hepatocyte-specific *Phgdh*-deficient mice led to mild obesity, deteriorated glucose tolerance, and increased mortality when fed a protein-free diet.

## 2. Materials and Methods

### 2.1. Hepatocyte-Specific Phgdh Knockout Mice

Mice with homozygous conditional *Phgdh* alleles (*Phgdh Phgdh ^flox/flox^*), hereafter called Floxed, were obtained as previously described [7]. The presence of a conditional allele (*Phgdh^flox^*) was identified by PCR using tail DNA with a primer pair directed against the third intron (forward primer, 5′-CATGAGGAA CTGAACTGAAGGATTGA-3′; reverse primer, 5′-CAAGGAGGCTCACACATCCCAGAAC-3′), which generated a 310 bp amplicon, and the fourth and fifth intron (forward primer, 5′-CATGAGGAACTGAACTGAAGGATTGA-3′; reverse primer, 5′-CTTCAGCTCTCATGGCAGACGAGCA-3′), which generated a 350 bp amplicon. Mice conditionally lacking *Phgdh* in hepatocytes (*Albumin* (Alb)*^+/Cre^*;*Phgdh^flox/flox^*), hereafter called LKO, were obtained by interbreeding female Floxed mice with male Floxed mice carrying the Alb-Cre transgene, which were generated by crossing Floxed mice with Alb-Cre transgenic mice. To detect the Cre transgene used in this study, PCR was carried out with the primers 5′-AATTTGCCTGCATTACCGGTCGATGCAACG-3′ and 5′-CCATTTCCGGTTATTCAACTTGCACCATGC-3′, which generated a 190 bp amplicon of part of the Cre-coding region. Unlike conventional *Phgdh* knockout mice (*Phgdh^-/-^*), LKO pups were born at the expected Mendelian ratio when female Floxed mice were crossed with male LKO mice (data not shown). Littermates with the Floxed genotype (*Phgdh ^flox/flox^*) were used as controls. 

LKO and Floxed mice were maintained in a 12-h light/dark cycle with unlimited access to water and laboratory chow containing 20% casein. The animal experimental protocols for this study were approved by the Animal Ethics Committees of the RIKEN Center for Brain Science (H25-2-241) and Kyushu University (A27-103).

### 2.2. Glucose Tolerance Test

Glucose solution was prepared as 2.5 g/10 mL in saline and sterilized by filtration. A glucose tolerance test was performed by intraperitoneally injecting glucose (2 g/kg body weight) into mice after overnight fasting. Tail-vein blood samples were collected at 0 (prior to administration) and 30, 60, 90, and 120 min after glucose administration. Blood glucose levels were measured using an ACCU-CHEK system (Roche Diagnostics, Tokyo, Japan).

### 2.3. Feeding of Protein-Free Diet

Mice were maintained in a 12-h light/dark cycle with unlimited access to food and water. Male Floxed and LKO mice (10 weeks old, *n* = 5 each) were fed a protein-free diet (TestDiet, #5765; casein-vitamin free 0%, sucrose 36.15%) and normal diet (TestDiet, #5755; Casein-vitamin free 21%, Sucrose 15%) for 3 weeks, and their body weights were measured daily. 

### 2.4. RNA Isolation and Microarray Analysis

Total RNA was extracted from the livers of LKO and littermate Floxed mice (male, 30 weeks old, *n* = 6, each genotype) using the RiboPure^TM^ Kit (Thermo Fisher Scientific, Tokyo, Japan) according to the manufacturer’s instructions. After the extraction of total RNA, the concentration of RNA was measured using a NanoDrop LITE spectrophotometer (Thermo Fisher Scientific). Total RNA (5 µg) was treated with DNase (TURBO DNA-free^TM^, Thermo Fisher Scientific). After DNase treatment, the quality of treated RNA was assessed using an RNA Nano Chip and a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Then, 200 ng of total RNA was reverse-transcribed into double-stranded cDNA, then transcribed and labeled with Cyanine 3-CTP using T7 RNA Polymerase. Next, 1.65 mg of the purified cyanine 3-labeled cRNA was hybridized to mouse GE 4 × 44 K v2 Microarrays (Agilent Technologies, Tokyo, Japan) according to the manufacturer’s protocol. The signal intensity was measured using a G2565CA Microarray Scanner System (Agilent Technologies). The processed intensities were normalized across the samples and loaded using quantile normalization. All microarray data were submitted to the Gene Expression Omnibus (accession number GSE179912). The raw signal intensities of all samples were log_2_-transformed and normalized by quantile algorithm with ‘preprocessCore’ library package [13] on Bioconductor software. We selected the probes, excluding the control probes, where the detection *p*-values of all samples were less than 0.01 and used them to identify differentially expressed genes. We then applied the Linear Models for Microarray Analysis (limma) package [14] of Bioconductor software. The criteria were limma *p* < 0.05, between LKO and Flox liver samples.

### 2.5. KEGG Pathway Enrichment Analysis for Differentially Expressed Genes

The Database for Annotation, Visualization and Integrated Discovery (DAVID) (https://david.ncifcrf.gov/ (accessed on 14 March 2020)) [15] was used for KEGG pathway enrichment analysis of differentially expressed genes (DEGs) in LKO mice whose expression was upregulated or downregulated compared to Floxed mice. The top GO terms and KEGG pathway in the annotation clusters that ranked in the functional annotation clustering function with statistical significance (*p* < 0.05) were extracted. The enrichment *p*-values of all extracted GO terms and KEGG pathways for each module were calculated using DAVID.

### 2.6. Gene Ontology Enrichment Analysis for Differentially Expressed Genes

Gene set enrichment analysis (GSEA) was used to determine whether a priori defined sets of genes showed significantly enriched GO terms. GSEA was also used to identify the GO terms associated with significantly enriched upregulated or downregulated genes in the liver of LKO mice.

### 2.7. Ingenuity Pathways Analysis

Biologically relevant networks were created using the Ingenuity Pathways Analysis (IPA) program (http://www.Ingenuity.com (accessed on 15 April 2015)) [16] as previously described. Based on algorithmically generated connectivity between gene–gene, gene–protein, and protein–protein interactions, the program develops functional molecular networks that overlay genes in the dataset. This program calculated *p*-values for each network by comparing the number of focus genes that were mapped in a given network relative to the total number of occurrences of those genes in all networks. The score for each network is shown as the negative log of the *p*-value, which indicates the likelihood of finding a set of genes in the network by random chance.

### 2.8. Quantitative Analysis of mRNA Expression

Total RNA was extracted from the liver at 30 weeks using the Ribo Pure kit (Thermo Fisher Scientific, Waltham, MA, USA), as described above. Following isolation, 1 μg of DNase-treated RNA was used to generate cDNA by reverse transcription using the High-Capacity cDNA Reverse Transcription kit (Applied Biosystems, Life Technologies Japan Ltd., Tokyo, Japan). Quantitative real-time PCR was performed using a Model Mx3000P Real Time PCR system (Agilent Technologies Japan Ltd, Tokyo, Japan) containing Thunderbird SYBR qPCR Mix (TOYOBO, Osaka, Japan) and the reference dye ROX according to the manufacturer’s recommendations. Primer sequences used were *Phgdh* (forward, 5′-TGGAGGAGATCTGGCCTCTC-3′, and reverse, 5′-GCCTCCTCGAGCACAGTTCA-3′), 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 (*Pfkfb3*) (forward, 5′-CTACGAGCAGTGGAAGGCACTC-3′, and reverse, 5′-AATTCCATGATCACAGGCTCCA-3′), pyruvate dehydrogenase lipoamide kinase isozyme 4 (*Pdk4*) (forward, 5’-ACCGCATTTCTACTCGGATGC-3′, and reverse, 5′-CGCAGAGCATCTTTGCACACT-3′), early growth response protein 1 (*Egr1*) (forward, 5′-CCGAGCGAACAACCCTATGA-3’, and reverse, 5′-GTCATGCTCACGAGGCCACT-3′), and fatty acid synthase (*Fasn*) (forward, 5′-TTCCAAGACGAAAATGATGC-3′, and reverse, 5′-AATTGTGGGATCAGGAGAGC-3′). All reactions were performed in triplicate. Data analysis was carried out using the cycle threshold values of target gene expression normalized to actin as the internal control.

### 2.9. Western Blot Analysis

Samples of liver at 30 weeks were homogenized in a buffer containing 1.25 mM Tris-HCl (pH 7.6), 150 mM NaCl, 1% NP40, 1% sodium deoxycholate, 0.1% SDS, a protease inhibitor cocktail (Nacalai Tesque), and a phosphatase inhibitor cocktail (Nacalai Tesque). Homogenates were centrifuged at 20,000× *g* for 10 min to obtain total protein extracts, and concentrations were determined using a Protein Assay Bicinchoninate kit (Nacalai Tesque). Protein samples were fractionated by 7.5% SDS-polyacrylamide gel electrophoresis and transferred onto a polyvinylidene fluoride membrane (Bio-Rad, Hercules, CA, USA). Blotted proteins were probed with the following primary antibodies: anti-Phgdh (rabbit, 0.3 g/mL, provided by Dr. M. Watanabe at Hokkaido University), which is cross-reactive with the mouse homolog, anti-NF-κB (also known as Nuclear factor kappa-light-chain-enhancer of activated B cells) (rabbit monoclonal, 1:1000; Cell Signaling Technology, Danvers, MA, USA), anti-phospho NF-κB Ser 536 (rabbit monoclonal, 1:1000; Cell Signaling Technology, Danvers, MA, USA), anti-Akt (also known as protein kinase B) (rabbit polyclonal, 1:1000; Cell Signaling Technology, Danvers, MA, USA), anti-phospho Akt Thr 308 (rabbit polyclonal, 1:1000; Cell Signaling Technology, Danvers, MA, USA), anti-GSK3β (also known as glycogen synthase kinase 3β) (rabbit monoclonal, 1:1000; Cell Signaling Technology, Danvers, MA, USA), anti-phospho GSK3β Ser 9 (rabbit polyclonal, 1:1000; Cell Signaling Technology, Danvers, MA, USA), anti-IRS1 (also known as insulin receptor substrate 1) (rabbit monoclonal, 1:1000; Cell Signaling Technology, Danvers, MA, USA), anti-phospho IRS1 Ser 612 (rabbit monoclonal, 1:1000; Cell Signaling Technology, Danvers, MA, USA), anti-phospho IRS1 Ser 636/639 (mouse 632/635) (rabbit polyclonal, 1:1000; Cell Signaling Technology, Danvers, MA, USA), anti-Erk1/2 (also known as extracellular signal-regulated kinase 1/2 and p44/42 MAPK) (rabbit monoclonal, 1:1000; Cell Signaling Technology, Danvers, MA, USA), anti-phospho Erk1/2 Thr 202/Thr 204 (rabbit monoclonal, 1:1000; Cell Signaling Technology, Danvers, MA, USA), anti-SAPK/JNK (also known as stress-activated protein kinase (SAPK)/jun amino terminal kinase (JNK)) (rabbit monoclonal, 1:250; Cell Signaling Technology, Danvers, MA, USA), anti-phospho SAPK/JNK (rabbit monoclonal, 1:250; Cell Signaling Technology, Danvers, MA, USA), anti-Egr1 (also known as early growth response protein 1) (rabbit monoclonal, 1:200; Cell Signaling Technology, Danvers, MA, USA), anti- β-Actin (mouse monoclonal, 1:500; FUJIFILM Wako Pure Chemical Corporation, Japan), and anti-Gapdh (mouse monoclonal, Chemicon, 1:50,000; Merck Millipore, Billerica, MA, USA). The bound antibodies were visualized with the Pierce SuperSignal West Pico Chemiluminescence Detection System (SuperSignal; Thermo Fisher Scientific) after incubation with the appropriate secondary antibodies conjugated with horseradish peroxidase (Cell Signaling Technology Japan K.K., Tokyo, Japan). The chemiluminescent signal was detected by exposure to X-ray films (FUJIFILM, Tokyo, Japan), and signal intensities were quantified using the CS Image Analyzer 3 software (ATTO Corp., Tokyo, Japan).

### 2.10. Histological Evaluation

Mice (male, 28–32 weeks old: *n* = 5 in each genotype) were anesthetized with isoflurane and perfused with 4% paraformaldehyde in 0.1 M sodium phosphate buffer (pH 7.2) after removing blood with 0.1 M sodium phosphate buffer (pH 7.2). The livers were post-fixed overnight in the same fixative. Hematoxylin and eosin staining was performed by Soshiki Kagaku, Lad, Inc. (Yokohama, Japan).

### 2.11. Serum Biochemical Test

Blood was collected after decapitation under anesthesia with isoflurane. Serum was prepared by centrifuging blood at 3000× *g* for 15 min after standing still for 2 h. Sample analysis of serum (male mice, 28–32 weeks old) was performed by the Health Sciences Research Institute East Japan Co., Ltd. (Saitama, Japan). The serum concentrations of lipoprotein (Lipopro), total cholesterol (Total-Cho), LDL cholesterol (LDL-C), HDL cholesterol (HDL-C), aspartate transaminase (AST), alanine transaminase (ALT), and non-esterified fatty acid (NEFA) were measured.

### 2.12. Amino Acid Analysis

The liver and kidney at 30 weeks were homogenized in 5 volumes of ultrapure water and centrifuged at 15,000 rpm for 30 min at 4 °C. The supernatant was mixed with a 1/10 volume of 5% perchloric acid (HClO_4_). The mixture was incubated on ice for 25 min and then centrifuged for 30 min at 15,000 rpm at 4 °C. The supernatant was neutralized by adding 1/10 volume of 8 N KOH. The sera were diluted 3-fold in sterilized water. Proteins in the supernatant and diluted sera were removed by adding a 1/10 volume of 60% perchloric acid, and the solution was adjusted to pH 7–8 with 8 M KOH. The amino acid composition of the supernatant was determined using an Acquity UPLC H-class system (Waters, Milford, MA, USA).

### 2.13. Statistical Analysis

To detect DEGs in the liver of LKO mice compared to Floxed mice, the fold change of gene expression was calculated compared to Floxed mice, using the thresholds of |log_2_Fold change| ≥ 1. To visualize the distributions of gene expression levels, a volcano plot was generated in R. Unpaired two-tailed Student’s *t*-test was applied using adjusted *p* < 0.05. Differences between two groups were examined using Student’s *t*-test were considered statistically significant at *p* < 0.05. All statistical analyses were performed using KaleidaGraph 4.0 (Synergy Software, Tokyo, Japan).

## 3. Results

To inactivate *Phgdh* in a liver-hepatocyte-specific manner, the *Phgdh* allele was disrupted by crossing the female Floxed mice (*Phgdh ^flox/flox^*) with male mice expressing Cre under the control of the *albumin* promoter (referred to as Alb-Cre mice). We obtained mice in subsequent generations with the Alb*^+/Cre^*;*Phgdh ^flox/flox^* genotype, referred to as LKO. The Floxed allele of *Phgdh* without exon deletion (*Phgdh ^flox^*) was detected in the livers of both Floxed and LKO mice, while the null allele lacking the fourth and fifth exons of *Phgdh* (*Phgdh*^-^) was detected only in the liver (Figure 1A), but not in the kidney of LKO mice (data not shown). The efficacy of Cre-mediated deletion of *Phgdh* was assessed by qRT-PCR and Western blotting. The mRNA and protein levels of *Phgdh* in the liver of LKO mice were lower than those in Floxed mice (Figure 1B,C). The expression of *Phgdh* mRNA and protein was significantly reduced but not completely abolished in the liver of LKO mice because the Cre-mediated recombination by the Alb-Cre transgene occurred only in hepatocytes, and the *Phgdh* expression was maintained in other cell types in the liver of LKO mice. 

To evaluate the in vivo phenotypes caused by *Phgdh* deletion in hepatocytes, we compared the body and organ weights of LKO and Floxed mice. Interestingly, LKO mice exhibited a subtle but significant weight gain compared to the Floxed mice after 23 weeks of age (Figure 2A). Body weight, organ weight of liver, epididymal white adipose tissue (eWAT), parametrial white adipose tissue (pWAT), and mesenteric white adipose tissue (mWAT) were significantly higher than those of Floxed mice at 30 weeks of age (Figure 2B and Figure S1A,B). However, steatosis was not observed in the liver of LKO mice (Figure 2C,D). To clarify the alteration of liver function in LKO mice, we performed a biochemical analysis of liver markers in the serum. There were no significant changes in the concentrations of cholesterol, non-esterified fatty acid (NEFA), aspartate aminotransferase (AST), and alanine aminotransferase (ALT) in LKO mice (Figure 3A). To evaluate the effect on glucose metabolism, we performed a glucose tolerance test. The blood glucose levels in the LKO mice were significantly higher than those in the Floxed mice after intraperitoneal glucose injection (Figure 3B). Thus, hepatocyte-specific *Phgdh* deletion impaired glucose clearance and led to mild obesity without affecting the levels of liver biochemical markers in the serum.

We then examined the alterations in the amino acid metabolism in LKO mice. To our surprise, the Ser concentration in the liver of LKO mice was not altered compared to that of Floxed mice (Table 1A), while Ser concentration in LKO kidneys was significantly increased compared to Floxed mice (Table 1B). In addition, the concentrations of l-aspartic acid (l-Asp), l-histidine (l-His), l-arginine (l-Arg), l-alanine (l-Ala), l-tyrosine (l-Tyr), l-methionine (l-Met), l-phenylalanine (l-Phe), l-isoleucine, γ-aminobutyric acid, and l-leucine were increased in the kidneys of LKO mice (Table 1B). This suggests that amino acid metabolism in LKO mice was altered in the kidney and Ser availability in the liver of LKO mice was maintained via the supply of non-hepatic cells in the liver and/or kidney. 

To assess whether hepatocyte-specific *Phgdh* deletion in the liver modulates gene expression, we performed a microarray analysis of liver mRNA. 

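Liver RNA of 6 Floxed and 6 LKO male mice, all 30 weeks old, was labeled with cyanine 3 and hybridized to 12 Agilent mouse arrays with 1 mouse per array, so that every array had a single color. The arrays lay on 3 slides of 4 arrays each. Slide 1 held Floxed mice 1 to 4, slide 2 held Floxed mice 5 and 6 together with LKO mice 1 and 2, and slide 3 held LKO mice 3 to 6. Each slide was scanned once, so slide and scan are a single batch, and slide 2 is the only slide with both genotypes. The authors deposited the scanner software's output for each array, in which every spot has a background-corrected intensity that is not normalized between arrays, and a table of their quantile-normalized intensities. Between 21614 and 23913 of the 39429 probes were well above background on the arrays of Floxed mice (median 23235) and between 22399 and 24252 on those of LKO mice (median 23241.5). The 75th percentile of the intensity ranged from 258 to 473 in Floxed mice and from 239 to 427 in LKO mice, and no spot was saturated. Following the paper's methods, the intensities were log2-transformed, quantile-normalized and tested with limma. The paper kept probes by a detection p-value, which was not used here, and a probe was kept if the scanner software had marked it as well above background on all 12 arrays. This left 20404 probes. Where a gene had several probes, the brightest was used, which gave 16916 genes, 12529 of them with a gene symbol from a match of RefSeq accessions. Apart from stricter thresholds, the choices that moved the count of called genes most were this filter and the treatment of the slide. The number of arrays limits the precision of every comparison.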

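The mRNA of the deleted gene, Phgdh (RefSeq NM_016966), was read by a probe that was well above background on all 12 arrays, although its mean lay at percentile 8.35 of the tested genes. The log2 intensity was 5.18 ± 0.23 (SD, n = 6) in Floxed mice and 4.70 ± 0.41 (SD, n = 6) in mice labeled LKO. The log2 fold change was -0.48 (standard error 0.18), a fold of 0.717, with an adjusted p of 0.451 from limma with Benjamini-Hochberg adjustment. The unadjusted limma p was 0.0179, and a two-sided exact permutation test of the 6 against 6 values gave p = 0.0346. The LKO mice of slide 3 had values from 4.23 to 4.66, and all 4 lay below the lowest Floxed value of 4.81. The arrays labeled LKO 1 and LKO 2, both on slide 2, had values of 5.07 and 5.30, inside the Floxed range of 4.81 to 5.50. Within slide 2 the difference between the genotypes was -0.055, and with slide as a fixed block, the alternative that moved this result most, Phgdh was not called. With each array left out in turn, the log2 fold change stayed between -0.60 and -0.38. A second Phgdh probe was well above background on 1 Floxed and 3 LKO arrays only. Its difference was 0.30 and not called, and no direction is read from it, because most arrays gave no signal well above background. Which part of the transcript the probes read relative to the deleted exons was not analysed here.

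**Figure D1:**
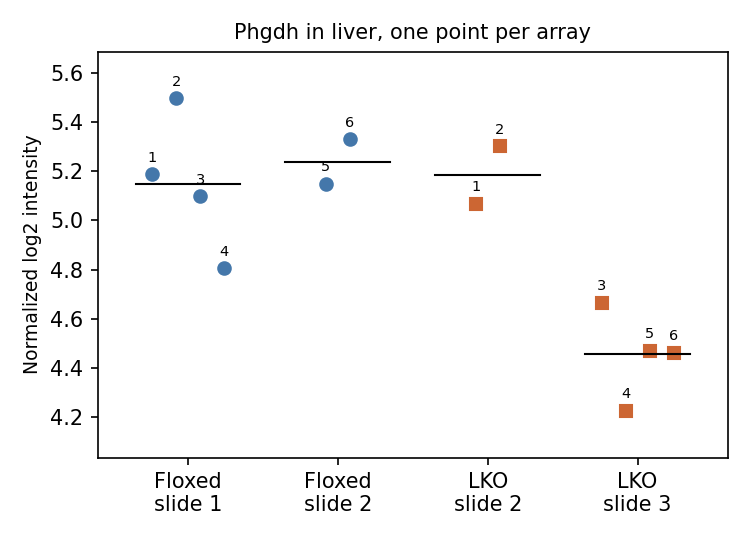
Normalized log2 intensity of Phgdh on each array, grouped by genotype and slide, with the replicate number above each point and the group mean as a line. The 4 LKO arrays of slide 3 lie between 4.23 and 4.66, while the arrays labeled LKO 1 and LKO 2 lie at 5.07 and 5.30, within the Floxed values.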

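At the paper's criterion of an unadjusted limma p below 0.05, 1413 of the 16916 tested genes (8.35%) differed between the livers of 6 LKO and 6 Floxed mice, while 845.8 would be called by chance alone. No gene passed the same threshold after Benjamini-Hochberg adjustment of the limma p, and the smallest adjusted p was 0.132. The methods' t-test on the same values called 1236 genes, of which 1 remained after Benjamini-Hochberg adjustment. This gene was Pcdhb12, identified after its values were seen, with a log2 fold change of 0.31 and an adjusted p of 0.165 in limma. Of the called genes, 46.9% had a mean intensity in the dimmest 20% of the tested genes. Apart from stricter thresholds, the alternative that moved the count most was slide as a fixed block, under which the genotypes are compared within slide 2 and 317 genes were called. Without the filter on dim probes, 2791 of 32524 genes were called.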

We identified 2770 genes that were significantly differentially expressed in the liver of LKO mice compared to that of Floxed mice (see Materials and Methods). Among them, 1191 genes were downregulated (<0.90–0.17-fold) and 1579 genes were upregulated (>1.1–4.9-fold) (Figure S2). 

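In the same fit, 832 of the called genes were higher and 581 were lower in the livers of LKO mice. The called folds ranged from 1.11 to 3.21 among the higher genes and from 0.907 to 0.324 among the lower genes, and 88 genes changed by at least 1 on the log2 scale. When each array was scaled to its 75th percentile in place of quantile normalization, 1127 genes were higher and 316 lower. The values of the LKO and Floxed mice did not overlap for 50 genes, which is 0.296% of the tested genes, against 0.216% by chance. Among these, the largest rises included a transcript listed as ENSMUST00000112755, with a log2 fold change of 1.22 (standard error 0.21), and Gpr27, with 0.99 (standard error 0.21). The largest falls included Nol9, with a log2 fold change of -0.72 (standard error 0.16), Atp9b, with -0.69 (standard error 0.14), and Foxa3, with -0.65 (standard error 0.16). For each of these genes all 6 LKO values lay on one side of all 6 Floxed values (exact permutation test, p = 0.00216, the smallest p that 6 against 6 allow), and the adjusted limma p lay between 0.132 and 0.273. On slide 2 alone, where the lack of overlap fixes the sign, the difference was 0.74 for the transcript, 1.01 for Gpr27, -0.53 for Nol9, -0.29 for Atp9b and -0.57 for Foxa3. Gpr27 and Atp9b lay in the dimmest 20% of the tested genes. With another background correction (normexp) the log2 fold changes were 0.73 for the transcript, 0.35 for Gpr27, -0.48 for Nol9, -0.27 for Atp9b and -0.66 for Foxa3. All stayed called, but the sizes depend on the background correction. The genes called between the Floxed mice of slide 1 and the LKO mice of slide 3 were then followed on slide 2, which had no part in calling them. Of 1946 such genes, 974 (50.1%) had the same sign of difference between LKO and Floxed mice on slide 2. The other ways of dividing the 4 arrays of slide 2 into pairs gave 44.2% to 55.8%.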

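Over-representation among the called genes was tested with gene lists written from general knowledge, since the KEGG sets of the paper were not used here. The test was a one-sided Fisher's exact test against the 16916 tested genes. Of 66 genes of PPAR signaling, 5 (7.58%) were upregulated in LKO mice, which was not beyond chance (Fisher's exact test, p = 0.224). Aqp7 had the largest log2 fold change among them, 0.96 (standard error 0.24, adjusted p = 0.273 from limma with Benjamini-Hochberg adjustment), and its difference was 0.09 on slide 2. Of 147 genes of the insulin branch of PI3K-Akt signaling, 4 (2.72%) were downregulated, Ccnd1, Insr, Pik3r1 and Vegfa (Fisher's exact test, p = 0.748), and 5 were upregulated. Insr, the insulin receptor, had a log2 fold change of -0.25 (standard error 0.09, adjusted p = 0.478), and Pik3r1, a regulatory subunit of PI3K, of -0.37 (standard error 0.13, adjusted p = 0.416). All 4 downregulated genes were also lower on slide 2, by -0.29 for Insr, -0.46 for Pik3r1, -0.42 for Ccnd1 and -0.31 for Vegfa. Of the 5 upregulated genes, Bcl2 changed sign there, at -0.044, and the others stayed higher, from 0.021 for Creb3l1 to 2.39 for Nr4a1. Slide 2 had a part in calling all these genes, so its values are no independent test. With camera, limma's competitive test over all tested genes, the PPAR list was shifted upward (p = 0.00731) with 44 of 66 genes higher, while an exact permutation test of its mean deviation on each array gave p = 0.156. The PI3K-Akt list was shifted downward (camera, p = 0.0309) with 97 of 147 genes lower, while the same exact permutation test gave p = 0.201. Within slide 2 the mean deviation differed by -0.010 for the PPAR list and by -0.0025 for the PI3K-Akt list. Olfactory transduction also stands in Table 2A. Of 86 olfactory receptor genes well above background on all arrays, 32 (37.2%) were upregulated (Fisher's exact test, p = 2.43e-20, or 2.43e-19 after Benjamini-Hochberg adjustment over the 10 lists tested), of which 0 passed an adjustment over all tested genes and 8 were past it when adjusted over the list alone. The mean deviation of these genes was -0.15 ± 0.18 (SD, n = 6) in Floxed mice and 0.15 ± 0.28 (SD, n = 6) in LKO mice on the log2 scale, a difference that an exact permutation test gave p = 0.0519. The difference between the genotypes was 0.038 within slide 2, while LKO mice of slide 3 lay 0.49 above LKO mice of slide 2. With slide as a fixed block, Fisher's exact test for the list gave p = 0.577.

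**Figure D2:**
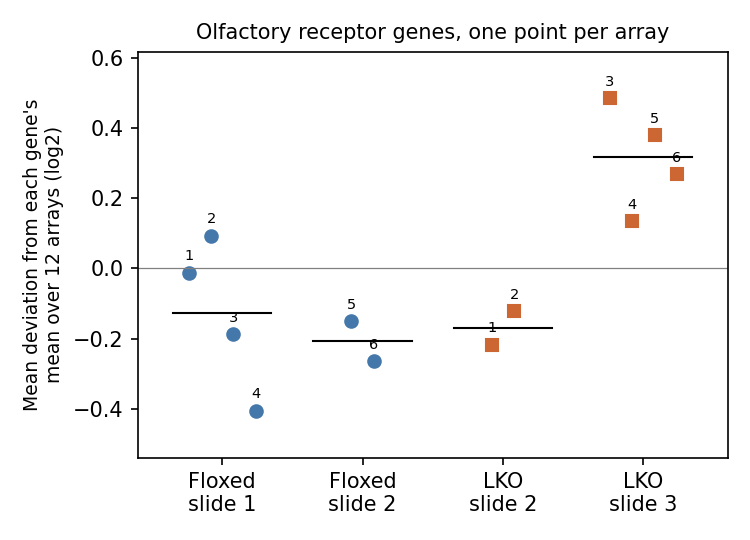
Mean deviation of the olfactory receptor genes from each gene's mean over the 12 arrays (log2 scale), 1 point per array, grouped by genotype and slide, with the replicate number above each point and the group mean as a line. The 4 LKO arrays of slide 3 lie between 0.13 and 0.48, and those labeled LKO 1 and LKO 2 lie at -0.22 and -0.12.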

A KEGG pathway analysis by DAVID demonstrated that the PPAR signaling pathway, which regulates lipid metabolism in the liver, was enriched in the upregulated DEGs in the liver of LKO mice (Table 2A), while the phosphoinositide 3-kinase (PI3K)‒Akt signaling pathway, which is involved in intracellular insulin signaling, was enriched in the downregulated DEGs of the liver in LKO mice (Table 2B). An ingenuity pathway analysis (IPA) was also performed to identify the affected gene networks and canonical signaling pathways. By analyzing DEGs in the liver of LKO mice, IPA identified the IL-10 signaling network (Supplementary Figure S3) and generated lists of significantly affected “canonical pathway” (Table 3A), “disease and disorder” (Table 3B), and “hepatotoxicity” (Table 3C). These include IL-12 signaling pathways in the top canonical pathway, multiple hepatotoxicity, and hepatic system diseases. These results suggest that *Phgdh* deletion in hepatocytes induces the dysregulation of multiple canonical pathways in the liver. 

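A list of 55 tested genes of IL-12 and IL-10 signaling, written from general knowledge in place of the IPA sets, held 2 of the called genes, both lower in LKO mice (one-sided Fisher's exact test over calls in either direction, p = 0.951). Stat4, a transducer of the IL-12 receptor, had a log2 fold change of -1.07 (standard error 0.31) and an adjusted p of 0.336 from limma with Benjamini-Hochberg adjustment. Maf had a log2 fold change of -0.26 (standard error 0.11) and an adjusted p of 0.563 from the same test. Of the 55 genes, 37 were lower and 18 higher in LKO mice, and the mean deviation of the list differed by -0.079 on the log2 scale. Camera placed the list downward with p = 0.0280, while an exact permutation test of the mean deviation gave p = 0.173, and within slide 2 the difference was 0.036, in the other direction.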

Since it has been well documented that inflammation deteriorates systemic insulin sensitivity and obesity [17], we tested whether an inflammation-related response occurred in the liver of LKO mice. First, we examined the phosphorylation of nuclear factor-kappa B (NF-κB), which serves as an essential transcription factor for inflammatory responses. The phosphorylated NF-κB at Ser-536 showed an increasing trend in the liver of LKO mice compared to Floxed mice (Figure 4). These observations reveal the occurrence of inflammation-related molecular changes in the liver of LKO mice. 

A gene set enrichment analysis (GSEA) was used to identify functionally related groups of gene sets, annotated use systems, the Gene Ontology (GO) biological processes, and KEGG pathways in the liver of LKO mice. 

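The GSEA of the paper was followed with 6 gene lists written from general knowledge after the gene sets that the paper names, tested over the complete values of the tested genes. Camera, a competitive test in limma that asks whether the genes of a list shift more than the other genes, was the main test, two-sided and with a preset correlation of 0.01 between genes. It was set beside fry, a rotation test that keeps the correlation of the genes, beside camera with the correlation estimated from the arrays, and beside a weighted enrichment score with 100 permutations of the genotype labels. The mean deviation of a list on each array, used to compare mice, is the mean over its genes of the log2 intensity minus the gene's mean over the 12 arrays.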

GSEA identified positively and negatively correlated gene sets in GO biological processes (GOBP) (Table 4A,B) and KEGG pathways (Table 4B,D). 

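For 67 genes of fatty acid beta-oxidation, camera gave an upward shift in LKO mice with p = 0.00173 (0.00577 after Benjamini-Hochberg adjustment over the 10 lists tested), and an exact permutation test of the mean deviation gave p = 0.0411. The mean deviation was -0.030 ± 0.035 (SD, n = 6) in Floxed mice and 0.030 ± 0.061 (SD, n = 6) in LKO mice, a difference of 0.059. Of these genes, 50 were higher and 17 lower in LKO mice, and 2 were called, Acaa1b with a log2 fold change of 0.31 and Acad9 with 0.23. LKO mouse 4 lay at 0.15, and the other LKO mice between -0.03 and 0.03. With that mouse left out, the camera p was 0.0491. For 74 genes of the electron transport chain, camera gave an upward shift with p = 0.000284 (0.00142 after the same adjustment), while the exact permutation test of the mean deviation gave p = 0.115, within the spread of the mice. Of these genes, 67 were higher in LKO mice. The shift was small, with a median log2 fold change of 0.053 and no gene called at an unadjusted limma p below 0.05. The mean deviation of this list was -0.025 ± 0.054 (SD, n = 6) in Floxed mice and 0.024 ± 0.042 (SD, n = 6) in LKO mice. Within slide 2 the difference was 0.033 for fatty acid beta-oxidation and 0.035 for the electron transport chain. With each array scaled to its 75th percentile, the camera p of the electron transport chain rose to 0.104. Negative regulation of nucleocytoplasmic transport was not analysed here.

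**Figure D3:**
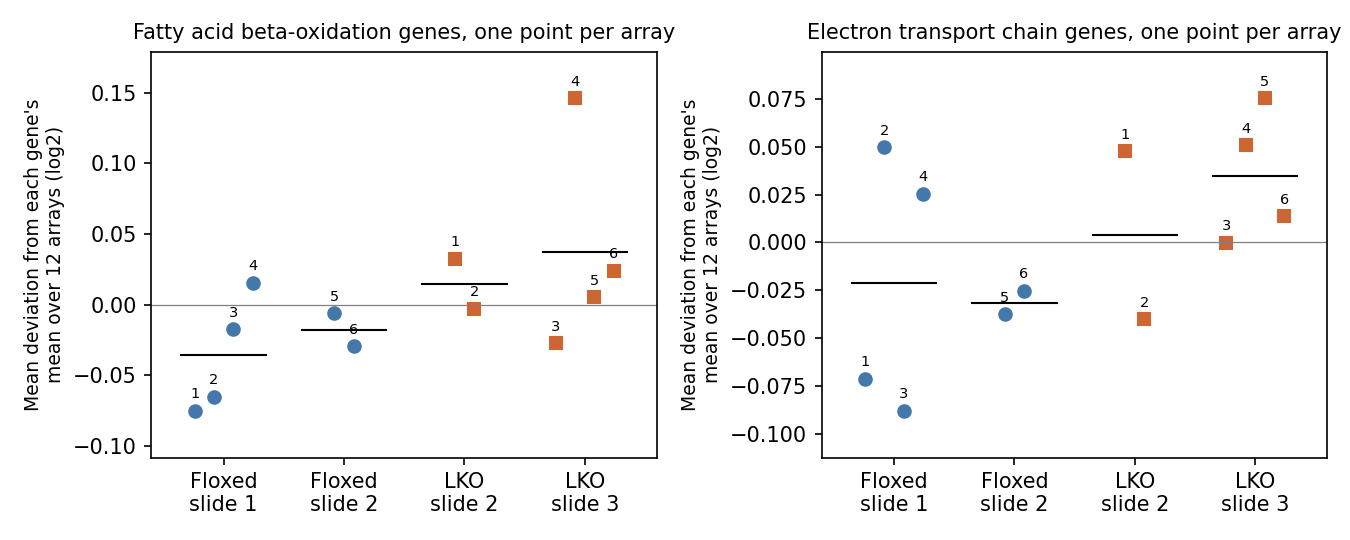
Mean deviation of the fatty acid beta-oxidation genes (left) and the electron transport chain genes (right) from each gene's mean over the 12 arrays (log2 scale), 1 point per array, grouped by genotype and slide, with the replicate number above each point and the group mean as a line. In the left panel LKO mouse 4 lies at 0.15 and all other mice lie between -0.08 and 0.03, and in the right panel the genotypes overlap.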

Several gene sets with higher normalized enrichment scores in positively correlated gene sets in GOBP “Negative regulation of nucleocytoplasmic transport,” “Fatty acid beta oxidation,” and “Electron transport chain” were considered as liver-relevant positively correlated gene sets (Table 4A and Figure 5A,B). In contrast, “Regulation of cytoplasmic translation,” “RNA phosphodiester bond hydrolysis exonucleolytic,” and “processes of RNA metabolism “were detected with higher normalized enrichment scores in negatively correlated gene sets of GOBP in the liver of LKO mice (Table 4B and Figure 5C,D). In addition, “Glutathione metabolism” and “Fatty acid metabolism” were considered as liver-relevant positively correlated KEGG pathways with higher normalized enrichment scores in the liver of LKO mice (Table 4C and Figure 5E,F). 

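For 43 genes that regulate cytoplasmic translation, camera gave a downward shift in LKO mice with p = 0.00651 (0.0163 after Benjamini-Hochberg adjustment over the 10 lists), while an exact permutation test of the mean deviation did not separate the groups (p = 0.216). Of these genes, 32 were lower and 11 higher in LKO mice, with a median log2 fold change of -0.059. The only called gene was Ireb2, with a log2 fold change of -0.32 (standard error 0.12) and an adjusted p of 0.476 from limma with Benjamini-Hochberg adjustment. The mean deviation of the list was 0.035 ± 0.082 (SD, n = 6) in Floxed mice and -0.035 ± 0.10 (SD, n = 6) in LKO mice, and within slide 2 it differed by -0.046. Leaving out Floxed mouse 4 raised the camera p to 0.0690.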

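For 51 genes of glutathione metabolism, camera gave an upward shift in LKO mice with p = 0.0231 (0.0461 after Benjamini-Hochberg adjustment over the 10 lists), while an exact permutation test of the mean deviation gave p = 0.108. There were 35 higher and 16 lower genes. Those called were Ggct and Gstm1, with log2 fold changes of 0.22 and 0.20, and Gstcd, which was lower at -0.37. The mean deviation was -0.033 ± 0.073 (SD, n = 6) in Floxed mice and 0.033 ± 0.060 (SD, n = 6) in LKO mice, and within slide 2 it differed by 0.077. The camera p was 0.131 with each array scaled to its 75th percentile and 0.103 without Floxed mouse 1.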

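For 65 genes of RNA degradation, neither camera (p = 0.381) nor an exact permutation test of the mean deviation (p = 0.247) separated the genotypes. The mean log2 fold change was -0.027 and the median, of the other sign, was 0.021, with 36 genes higher and 29 lower in LKO mice. The called genes were Cnot7, Cnot9, Edc3, Exosc6 and Patl1, which were lower, and Btg2 and Eno3, which were higher. Cnot7, a deadenylase of the CCR4-NOT complex, had the largest fall, with a log2 fold change of -0.54 (standard error 0.18) and an adjusted p of 0.387 from limma with Benjamini-Hochberg adjustment. The enrichment score with permutations of the genotype labels was negative with p = 0.0179, a call that camera did not make. For 36 genes of the basal transcription factors, camera gave p = 0.137 in the downward direction and the exact permutation test of the mean deviation p = 0.277. The called genes, Gtf2a2 and Taf7, were both lower, by -0.17 and -0.23 on the log2 scale. Within slide 2 the mean deviation differed by 0.012 for RNA degradation and by -0.011 for the basal transcription factors.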

“RNA degradation” and “Basal transcription factors” were detected as negatively correlated KEGG pathways with higher normalized enrichment scores (Table 4D and Figure 5G,H). These results suggest that multiple biological processes, such as RNA metabolism, mitochondrial function, and energy metabolism, were altered by the hepatocyte-specific deletion of *Phgdh* in the liver.

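Of the 6 lists, 4 had a camera p below 0.05 with the preset correlation, fatty acid beta-oxidation, the electron transport chain, glutathione metabolism and the regulators of cytoplasmic translation. None of these calls held under fry, where p lay between 0.0683 and 0.219, or under an estimated correlation, where p lay between 0.113 and 0.286. From its enrichment scores the paper proposes that RNA metabolism, mitochondrial function and energy metabolism were altered by the deletion of Phgdh in hepatocytes.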

Since the current KEGG pathway analysis in DAVID points to an alteration in the intracellular insulin signaling cascade in the liver of LKO mice (Table 2B), we examined protein phosphorylation of components in the cascade. Western blot analysis demonstrated a trend toward decreasing phosphorylation of Akt at Thr-308 (Figure 6A), and a significant reduction in the phosphorylation of GSK3β at Ser-9 (Figure 6B) in the liver of LKO mice. Glycogen synthase is negatively regulated by inhibitory phosphorylation by GSK3β, which is also negatively regulated by Akt phosphorylation at serine-9 [18,19]. Decreased phosphorylation levels of Akt and GSK3β coincide with impaired glucose tolerance in the liver of LKO mice. We then examined the phosphorylation status of insulin receptor substrate 1 (IRS-1) because serine/threonine phosphorylation of IRS-1 is closely related to insulin resistance [20,21,22]. Among them, it is well documented that the phosphorylation of IRS-1 at Ser-612 and Ser-632/635 residues is negatively correlated with insulin signaling [23,24]. The phosphorylation levels of Ser-612 and Ser-632/635 were significantly higher in the livers of LKO mice than in Floxed mice (Figure 6C,D). Taken together, these observations indicate insulin resistance in the liver of LKO mice.

To examine the dysregulation of kinases directing IRS-1, we measured the phosphorylation of Erk1/2 and stress-activated protein kinase (SAPK)/Jun amino-terminal kinase (JNK), which phosphorylates the Ser-632/635 residues of IRS1 [20]. The phosphorylation of Erk1/2 and SAPK/JNK was significantly increased in the liver of LKO mice compared to Floxed mice (Figure 7A,B). Since the phosphorylation of Erk1/2 is regulated by early growth response (Egr)-1 in type 2 diabetic mice [25], we compared the Egr-1 expression in the liver of LKO and Floxed mice. The Egr-1 mRNA and protein levels showed a significant increase (Figure 7C) and a trend toward increasing levels, respectively, in the liver of LKO mice (Figure 7D). These results suggest that the activation of Egr-1 the Erk1/2 axis contributes to the negative regulation of insulin signaling at IRS-1 in the liver of LKO mice.

To gain an insight into the dysregulation of the enzymes regulating glucose metabolism under diminished insulin signaling in the liver of LKO mice, we examined the mRNA expression of 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 (*Pfkfb3*) and pyruvate dehydrogenase kinase 4 (*Pdk4*) as insulin-regulated regulators of glycolysis and gluconeogenesis, respectively [26,27]. *Pfkfb3* encodes 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase synthesizing fructose 2,6-bisphosphate, the glycolytic activator that promotes the conversion of fructose 1,6-bisphosphate to fructose 6-phosphate, a rate-limiting reaction in the glycolytic pathway [28]. Pdk4 inhibits the conversion of pyruvate to acetyl-CoA by inhibiting the phosphorylation of pyruvate dehydrogenase, which leads to suppression of glucose oxidation in the glycolytic pathway [29]. The mRNA levels of *Pfkfb3* in the liver were significantly reduced in LKO mice compared to Floxed mice (Figure 8A), while the mRNA levels of *Pdk4* in the liver were significantly increased in LKO mice compared to Floxed mice (Figure 8B). These gene expression profiles suggest diminished glucose oxidation and coincide with diminished insulin signaling in the livers of LKO mice. In addition to these results, we evaluated fatty acid synthesis to measure Fasn mRNA levels in the liver and adipose tissue. The mRNA levels of *Fasn* were not increased in the liver (Figure 8C) but increased in the eWAT (Figure 8D). These results suggested that steatosis did not progress, but fat accumulation in the adipose tissue was enhanced.

We then evaluated the alteration in tolerance to dietary protein starvation in LKO mice. LKO mice were fed a protein-free diet for 21 days, and their body weight (Figure 9A) and survival rate (Figure 9B) were found to change as a result. LKO mice showed a significantly greater weight loss than Floxed mice throughout the feeding of the protein-free diet (Figure 9A). The survival rate after feeding protein-free diet for 21 days was markedly lower in LKO mice than in Floxed mice (Figure 9B). LKO mice exhibited diarrhea and swelling of the small intestine 21 days after feeding the protein-free diet (data not shown). These observations suggest that the loss of *Phgdh* in hepatocytes leads to increased vulnerability to short-term protein malnutrition. 

## 4. Discussion

Recent studies in mice and humans suggest that the altered expression of enzymes composed of the phosphorylated pathway of de novo Ser synthesis in the liver is associated with fatty liver disease. Bioinformatic approaches have indicated the downregulation of PHGDH in the liver of patients with non-alcoholic fatty liver disease [10] and alcoholic hepatitis patients [30]. Diet-induced fatty liver model mice also exhibited a reduced expression of Phgdh in the liver [12]. Interestingly, the fatty acid treatment at high concentrations (500–700 μM) caused a downregulation of Phgdh in isolated hepatocytes [12]. Although these observations raise the possibility that the downregulation of hepatic Phgdh may be implicated in the onset and/or progression of fatty liver disease, the pathophysiological consequences of genetic *Phgdh* disruption in liver hepatocytes have not been previously explored experimentally. The present study demonstrates for the first time that hepatocyte-specific *Phgdh* deletion resulted in body weight gain and increased adipose tissue weights in mice at 23–30 weeks of age but did not cause the ectopic accumulation of fatty acids in the liver and/or increases in blood fatty acids and other lipids. These phenotypes implicate a regulatory role for Phgdh expressed in hepatocytes in systemic glucose metabolism, whereas the onset and development of fatty acid deposition in the liver are not directly promoted by downregulation of *Phgdh* in hepatocytes. The present observations strongly suggest that reduced Phgdh expression in hepatocytes alone is not sufficient to induce ectopic fat accumulation in the liver. Presumably, since the liver is composed of several different types of cell populations in addition to hepatocytes, the downregulation of Phgdh in other liver cell types may also be necessary to induce fat accumulation. To evaluate the pathobiological role of Phgdh in fatty liver, it will be necessary to delete or downregulate *Phgdh* in all cell types of the liver and then to identify the cell types involved in using liver cell type-specific mutants.

Clinical and experimental studies have shown that hepatic insulin resistance is strongly associated with non-alcoholic fatty liver disease (NAFLD) [31,32]. It was apparent that the insulin signal cascade was downregulated in the liver of LKO mice (Figure 10), as indicated by the reduced phosphorylation levels of Akt and GSK3β with enhanced phosphorylation of Ser residues in IRS1 (Figure 5) and Pfkfb3 downregulation (Figure 8A). However, ectopic lipid accumulation did not occur in the liver of LKO mice. Accumulating evidence has established a causal role for inflammation in the development of insulin resistance in insulin-responsive tissues, including the liver [33]. A bioinformatics analysis of gene expression profiles by IPA showed that an increased production and signaling of the pro-inflammatory cytokine interleukin (IL)-12 in macrophages was the top canonical pathway of upregulated genes in the liver of LKO mice (Table 3A). The IL-12 family of cytokines is known to be a potential inflammatory mediator linking obesity and insulin resistance. IL-12 family molecules and their receptors have been reported to be upregulated in insulin-responsive tissues, including the liver, under obese conditions in experiments using the Ob/Ob model [34]. The increased phosphorylation of NF-κB was also indicative of inflammation-like changes in the liver of LKO mice (Figure 4). Regarding the link between changes in Ser availability and NF-κB activation, Wang et al. reported that the NF-κB phosphorylation levels were increased in the brains of mice fed a Ser/Gly restricted diet (SGRD) and further increased when D-glucose was administered in combination with SGRD to induce inflammation through the intestinal tract [35]. In addition, macrophages play a multifaceted role in the regulation of inflammatory responses, and it was reported that extracellular Ser restriction leading to a marked reduction of Ser within the cells increases the expression of pro-inflammatory cytokines and suppresses the expression of IL-10, which exerts anti-inflammatory effects [36]; however, other studies observed a seemingly contradictory phenomenon in which the expression of the pro-inflammatory cytokine IL-1β depends on Ser metabolism in macrophages [37,38]. Erg1, an immediate early gene encoding zinc-finger transcription factor, responds quickly to a variety of stimuli, such as injury, growth factors, cytokines, and physical insults, and participates in tissue injury and repair in the liver via its downstream target genes [39]. Indeed, Egr-1 was reported to induce liver inflammation in a cholestatic injury model [40]. Hence, the induction of Egr1 mRNA and protein together with the inflammatory gene signature and enhanced NF-κB phosphorylation supports the notion that inflammation-like changes were elicited in the liver of LKO mice.

Although the cause of inducing inflammatory-like changes remains unknown, the GSEA analysis of the genes upregulated in the liver of LKO mice indicated significant changes in the gene sets of the glutathione metabolism and the mitochondrial electron transport chain system. Previously, we reported that extracellular Ser restriction decreased total glutathione content and led to the generation of H_2_O_2_ and induction of inflammation-related gene expression in mouse embryonic fibroblasts deficient in *Phgdh* [5]. Recent studies also demonstrated that *Phgdh* deletion elicited an inflammation-like response through the production of cytokines via an increase in reactive oxygen species in chondrocytes [41], while orally administered Ser was able to protect LPS-induced intestinal inflammation via p53-mediated glutathione synthesis [42]. Hence, it is presumed that a decrease in the glutathione content and/or a dysregulation of the mitochondrial electron transport system lead to oxidative stress in the liver of LKO mice, which may trigger inflammation-like responses in the liver of LKO mice. In particular, Kupffer cells are likely to be candidate cells mediating these responses because they have macrophage-like functions in the liver. Further studies are needed to investigate whether the genetic inactivation of Phgdh elicits oxidative stress and/or inflammatory responses in the different cell types of the liver.

It should be noted that the results of the amino acid analysis performed in this study were unexpected, and no significant differences in Ser content in the liver or free Ser concentration in the serum were observed in LKO mice compared to those in Floxed control mice. On the other hand, the Ser content in the kidney was increased by 1.4-fold compared to that in Floxed mice (Table 1B), and the Phgdh protein levels were also increased significantly by 1.15-fold (data not shown). In addition, Ser levels in the soleus muscle was increasing (Mohri, Hamano, Furuya, data not shown). These changes may reflect the upregulation of de novo Ser synthesis in the kidney and muscle via the phosphorylated pathway to supply the liver. Similarly, cell types other than hepatocytes may also augment de novo Ser synthesis in the liver of LKO mice. A similar phenomenon has been observed in organs other than the liver. Mutations in PHGDH have been identified as the cause of a rare neurodegenerative degenerative retinal disease, macular telangiectasia type 2 (MacTel), which results in photoreceptor degeneration in humans [43]. Shen et al. recently reported that the Müller cell-specific deletion of the *Phgdh* gene in mice caused photoreceptor degeneration but did not cause a reduction in the retinal Ser levels, rather, it markedly increased amino acid levels [44]. This may be due to the enhanced expression of Phgdh in microglia and macrophages in the retina, which were recruited and activated by photoreceptor degeneration, and most likely compensated for Ser in the retina. Likewise, the hepatocyte-specific inactivation of Phgdh was also likely to elicit a compensatory supply of Ser within the liver, kidney, muscle, and other organs. There is a possibility that this compensatory Ser synthesis arises from cells mediating inflammatory responses in the liver of LKO mice in the same way as microglia and microphages in the retina with Müller cell-specific deletion of Phgdh. 

This study demonstrated that LKO mice exhibited increased mortality compared to Floxed mice on a protein-free diet (Figure 8B), which was accompanied by diarrhea (data not shown). These consequences of LKO mice fed the protein-free diet strongly suggest that de novo Ser synthesis via Phgdh in hepatocytes plays a crucial role for adapting to a protein starved nutritional condition. Furthermore, the present observations raise the possibility that Phgdh in hepatocytes preserves intestinal integrity under protein-starved nutritional conditions via an unknown mechanism. It was demonstrated that the enzymatic activity and mRNA of Phgdh increased quickly in rats fed a protein-free diet [45,46], although the functional significance of Phgdh induction by a protein-free diet has remained unclear for a long time. The intake of a protein-free diet was shown to impair the morphological architecture and function of the intestine [47], while a recent study observed that oral supplementation of Ser maintained morphological and functional integrity of the intestine and prevented diarrhea incidence in piglets [42]. Given these previous observations, together with the present findings, the intake of a protein-free diet appears to be rapidly sensed by hepatocytes. Immediately thereafter, intestinal function is maintained via an unknown liver–small intestine correlation mechanism mediated by Ser. More detailed experimental studies are needed to understand the molecular basis of this phenomenon.

In conclusion, this study reveals that de novo serine synthesis initiated by Phgdh in liver hepatocytes contributes to maintaining the insulin/IGF signaling pathway in the liver, systemic glucose tolerance, and resilience to protein deprivation. Since an impairment in systemic glucose tolerance serves as a high risk for developing type 2 diabetes mellitus in humans, it is anticipated that the elucidation of the pathobiological relationship between the decrease in serine synthesis via the phosphorylation pathway, the diminishment of the insulin/IGF signaling pathway, and the impaired glucose tolerance in the human liver will provide new mechanisms related to impaired glucose tolerance and useful opportunities for its diagnosis and prevention.

## Figures and Tables

**Figure 1:**
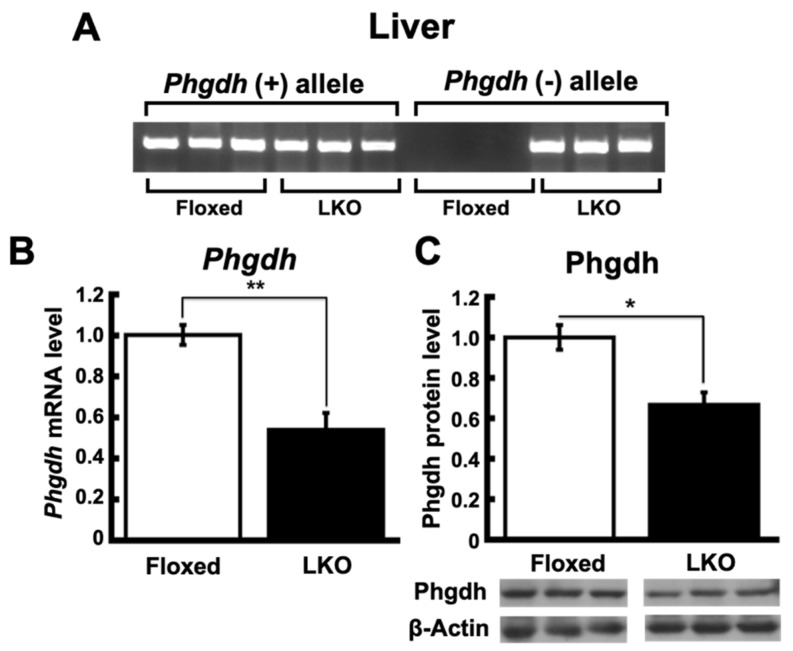
Targeted inactivation of *Phgdh* in liver. (**A**) Genotyping PCR from *Phgdh*(+) allele and *Phgdh*(−) allele in the liver of Floxed and LKO mice at 30 weeks (*n* = 6 each). (**B**) mRNA level of Phgdh in the liver of Floxed (*n* = 3) and LKO (*n* = 4) mice at 30 weeks. (**C**) Protein level of Phgdh in the liver of Floxed (*n* = 4) and LKO (*n* = 6) mice at 30 weeks. Comparable staining of β-actin was used to verify equivalent protein loading. Student’s *t*-test, * *p* < 0.05, ** *p* < 0.005.

**Figure 2:**
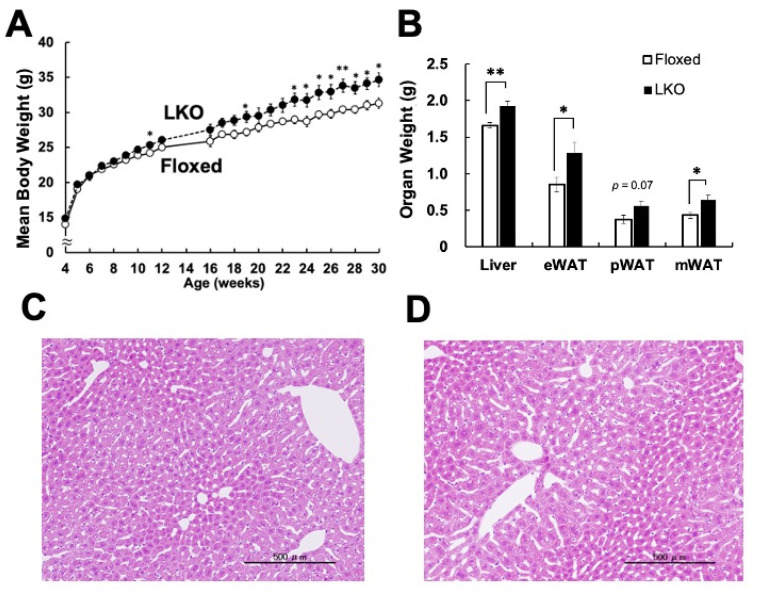
Hepatocyte-specific deletion of Phgdh causes the weight gain. (**A**) Growth curve of Floxed (white node) and LKO (black node) mice from 4 to 30 weeks (*n* = 6 each). (**B**) The body weight and the organ weight of the liver, epididymal white adipose tissue (eWAT), parametrial white adipose tissue (pWAT), and mesenteric white adipose tissue (mWAT) were measured in Floxed and LKO mice at 30 weeks (*n* = 6 each). (**C**,**D**) Histological evaluation of the liver in Floxed (**C**) and LKO (**D**) mice at 28 weeks (*n* = 5 each). Representative images are shown. Scale bar, 500 μm. Student’s *t*-test, * *p* < 0.05, ** *p* < 0.005.

**Figure 3:**
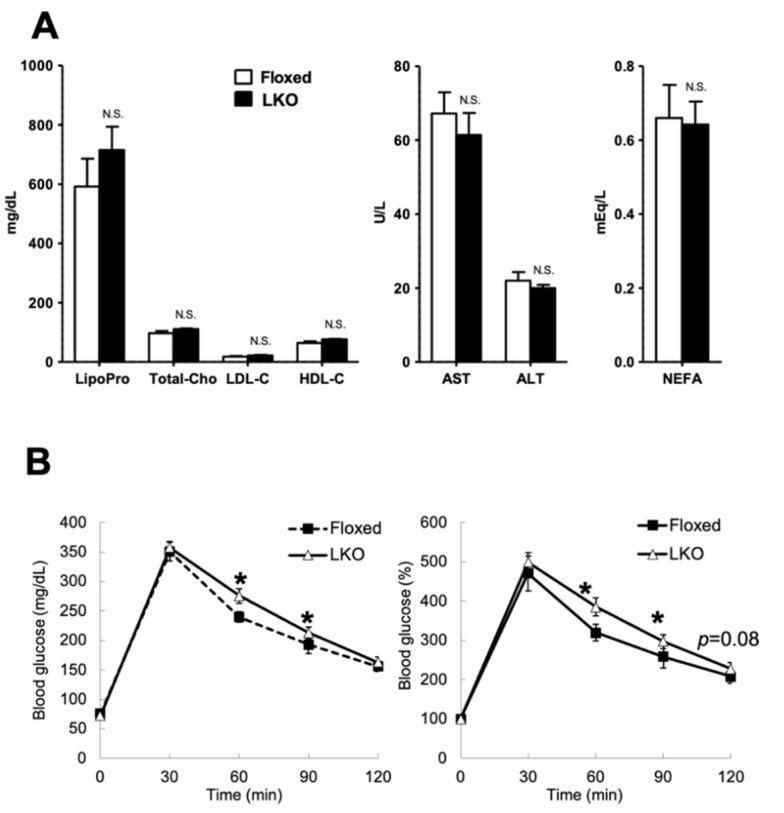
Measurement of serum biochemical markers. (**A**) The values of the serum biochemical test of lipoprotein (Lipopro), total cholesterol (Total-Cho), LDL cholesterol (LDL-C), HDL cholesterol (HDL-C), aspartate transaminase (AST), alanine transaminase (ALT), and non-esterified fatty acid (NEFA) (*n* = 6 each). (**B**) Blood glucose level in Floxed (black square node) and LKO (white triangle node) mice after glucose administration (Floxed: *n* = 4, LKO: *n* = 6). Left graph shows the concentration of blood glucose, and right graph shows the rate of increase of blood glucose. Student’s *t*-test, * *p* < 0.05. N.S.: not significant.

**Figure 4:**
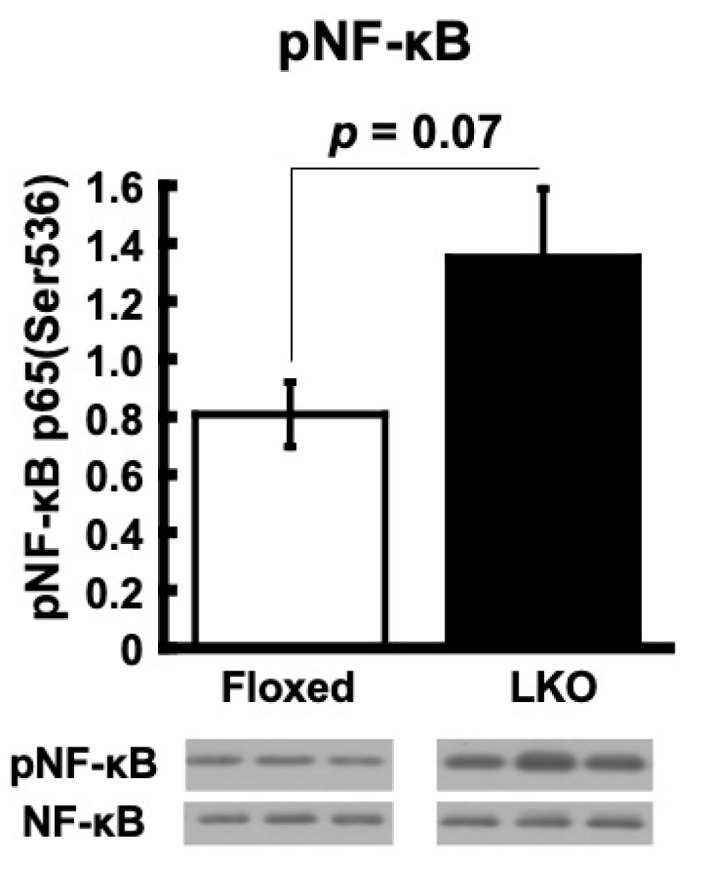
*Phgdh* deletion in hepatocytes induces inflammation and stress response in the liver. Protein levels of phosphorylated NK-κB in the liver of Floxed and LKO mice at 30 weeks (*n*= 6 each). Comparable staining of NK-κB was used to verify equivalent protein loading.

**Figure 5:**
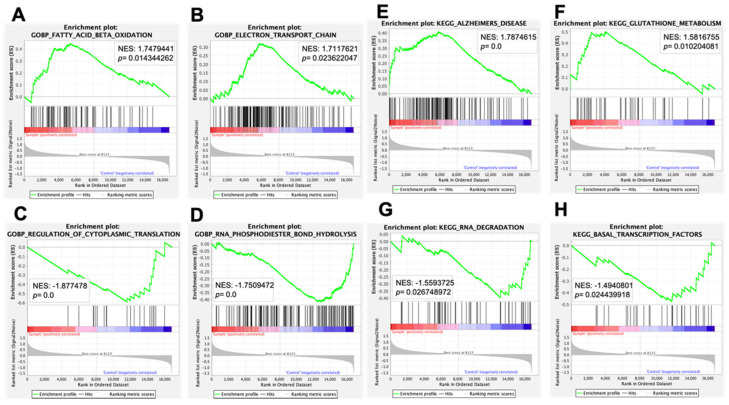
Identification of positively and negatively correlated gene sets in the liver of LKO mice in GO terms and KEGG pathways by gene set enrichment analysis (GSEA). The enrichment plots of GSEA showed positively correlated gene sets in fatty acid beta oxidation (**A**), electron transport chain (**B**), negatively correlated gene sets in regulation of cytoplasmic translation (**C**), and RNA phosphodiester bond hydrolysis (**D**) of GO terms. The enrichment plots of GSEA showed positively correlated gene sets in Alzheimer’s disease (**E**) and glutathione metabolism (**F**) and negatively correlated gene sets in RNA degradation (**G**) and basal transcription factors (**H**) of KEGG pathways. Nominal enrichment scores (NESs) and *p*-values are indicated in each enrichment plot.

**Figure 6:**
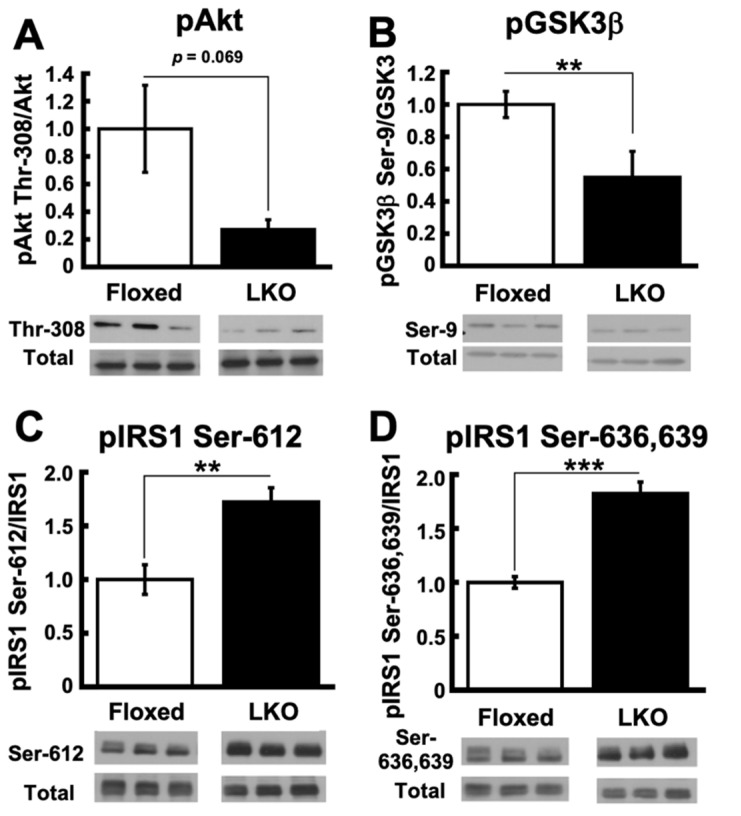
*Phgdh* deletion in hepatocytes impairs insulin signaling in the liver. (**A**) Protein level of phosphorylated Akt in the liver of Floxed and LKO mice at 30 weeks. Comparable staining of Akt was used to verify equivalent protein loading. (**B**) Protein level of phosphorylated GSK3β in the liver of Floxed and LKO mice at 30 weeks. Comparable staining of GSK3β was used to verify equivalent protein loading. (**C**,**D**) Protein level of phosphorylated IRS-1 on Ser612 (C) and Ser636/639 (**D**) residue in the liver of Floxed and LKO mice at 30 weeks. Comparable staining of IRS-1 was used to verify equivalent protein loading. *n* = 6 each. Student’s *t*-test, ** *p* < 0.005, *** *p* < 0.0005.

**Figure 7:**
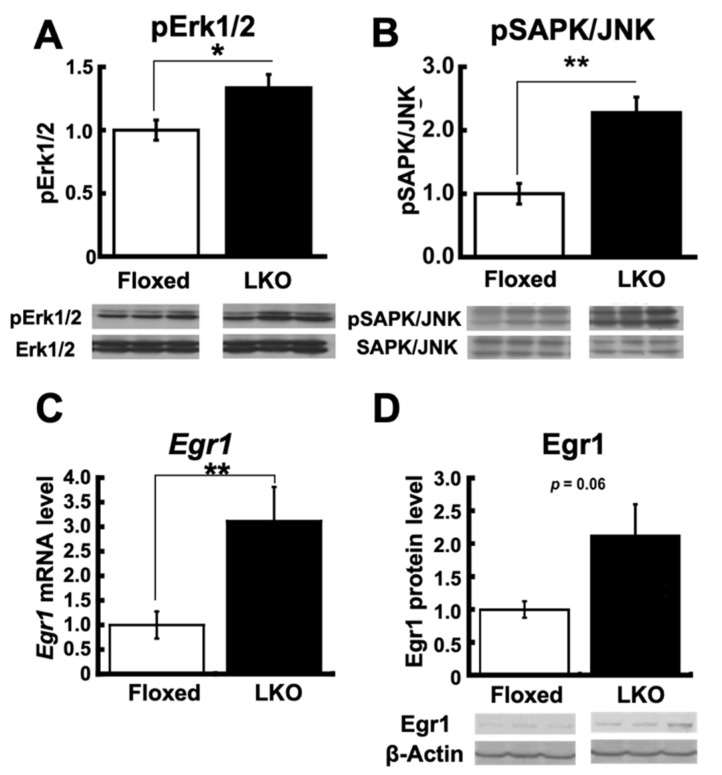
*Phgdh* deletion in hepatocytes alters signaling pathway upstream of IRS1 in liver. (**A**) Protein level of phosphorylated Erk1/2 in the liver of Floxed and LKO mice at 30 weeks. Comparable staining of Erk1/2 was used to verify equivalent protein loading. (**B**) Protein level of phosphorylated SAPK/JNK in the liver of Floxed and LKO mice at 30 weeks. Comparable staining of SAPK/JNK was used to verify equivalent protein loading. (**C**,**D**) mRNA (**C**) and protein (**D**) level of Egr-1 in the liver of Floxed and LKO mice at 30 weeks. *N* = 6 each. Student’s *t*-test, * *p* < 0.05, ** *p* < 0.005.

**Figure 8:**
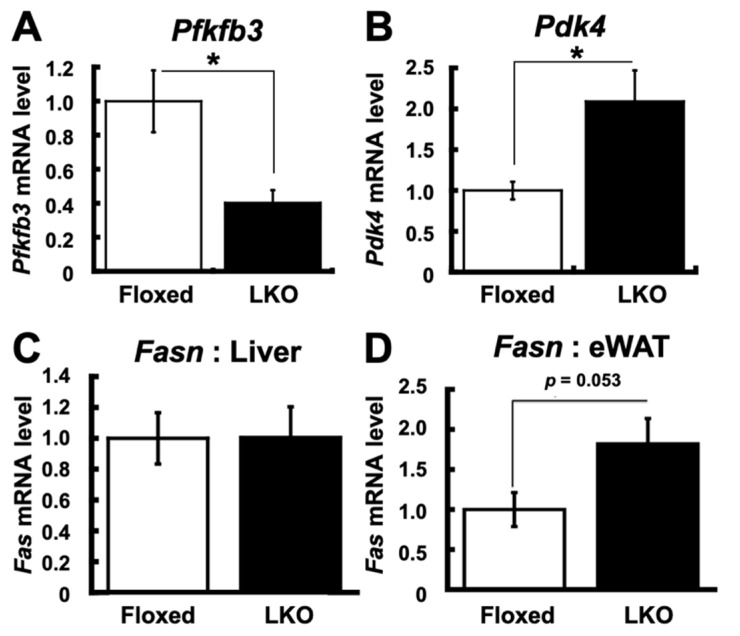
*Phgdh* deletion in hepatocytes induces the reduction of glycolysis in the liver. (**A**,**B**) mRNA levels of *Pfkfb3* (**A**) and *Pdk4* (**B**) in the liver of Floxed and LKO mice at 30 weeks. (**C**,**D**) mRNA levels of *Fasn* in liver(**C**) and eWAT (**D**) in the liver of Floxed and LKO mice at 30 weeks. *n* = 6 each. Student’s *t*-test, * *p* < 0.05.

**Figure 9:**
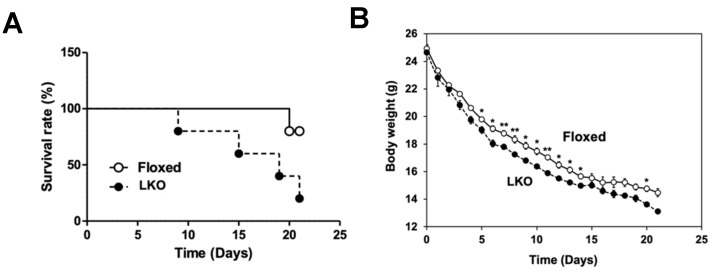
Effect of body weight and survival rate by feeding LKO mice a protein-free diet. (**A**) The transition of body weight in Floxed mice (white node) and LKO mice (black node) after feeding protein-free diet. (**B**) The transition of survival rate in Floxed and LKO mice during feeding protein-free diet. *n* = 5 each. Student’s *t*-test, * *p* < 0.05, ** *p* < 0.005.

**Figure 10:**
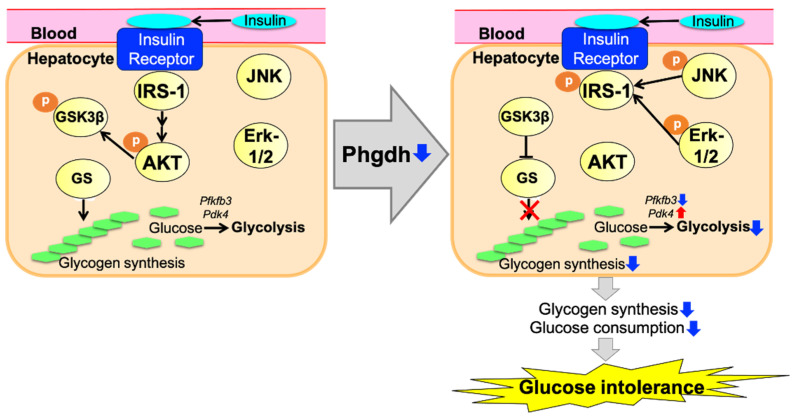
A summary of the molecular mechanisms caused by *Phgdh* deletion in hepatocytes, as inferred by this study. *Phgdh* deletion in hepatocytes impairs insulin signaling via IRS-1 phosphorylation. Akt inactivation by impaired insulin signaling induced the suppression of gluconeogenesis. Enhanced glycolysis resulted in mild obesity and glucose intolerance.

**Table 1:** Evaluation of amino acid metabolism in the liver and kidney of LKO mice.

**(A)**				
**Amino Acid Concentration in Liver**				
	**Concentration** **(nmol/g Weight Tissue)**			
**Amino Acid**	**Floxed Group**	**LKO Group**	**Ratio** **(%: LKO/Floxed)**	***p*-Value**
L-Asp	79.17 ± 11.29	105.21 ± 14.55	132.9	N.S.
L-G1u	713.44 ± 97.8	731.2 ± 107.57	102.5	N.S.
L-Ser	323.55 ± 39.72	343.51 ± 37.4	106.2	N.S.
L-Gln	2946.45 ±308.2	3167.27 ± 174.77	107.5	N.S.
L-His	364.72 ± 6.91	414.93 ± 28.46	113.8	N.S.
L-Thr	234.27 ± 17.43	224.61 ± 15.36	95.9	N.S.
Gly	1715.62 ± 49.12	1717.33 ± 116	100.1	N.S.
L-Arg	26.97 ± 14.24	29.42 ± 18.42	109.1	N.S.
Tau	9200.13 ± 823.4	7966.99 ± 1591.07	86.6	N.S.
GABA	130.97 ± 2.42	135.75 ± 3.4	103.7	N.S.
L-Ala	2618.32 ± 210.7	2746.58 ± 140.02	104.9	N.S.
L-Tyr	248.25 ± 21.96	238.91 ± 13.9	96.2	N.S.
L-Val	399.78 ± 100.8	455.24 ± 169.22	113.9	N.S.
L-Met	68.41 ± 8.43	64.92 ± 6.41	94.9	N.S.
L-Phe	249.84 ± 16	237.87 ± 12.7	95.2	N.S.
L-Ile	99.47 ± 8.42	104.51 ± 8.33	105.1	N.S.
L-Leu	496.8 ± 36.46	456.04 ± 21.95	91.8	N.S.
**(B)**				
**Amino Acid Concentration in Kidney**				
	**Concentration** **(nmol/g Weight Tissue)**			
**Amino Acid**	**Floxed Group**	**LKO Group**	**Ratio** **(%: LKO/Floxed)**	***p*-Value**
L-Asp	1464.3 ± 162.39	1439.86 ± 89.12	98.3	0.02
L-G1u	4171.94 ± 321.28	3847.12 ± 214.57	92.2	N.S.
L-Ser	502.84 ± 41.5	702.08 ± 41.04	139.6	0.007
L-Gln	847.54 ± 39.02	937.62 ± 40.59	110.6	N.S.
L-His	94.1 ± 10.05	127.82 ± 9.09	135.8	0.009
L-Thr	300.35 ± 25.49	354.49 ± 19.05	118.0	N.S.
Gly	3641.13 ± 182.57	3830.17 ± 273.83	105.2	N.S.
L-Arg	178.67 ± 22.76	250.48 ± 17.65	140.2	0.03
Tau	5757.92 ± 238.44	5924.89 ± 366.5	102.9	N.S.
GABA	81.84 ± 1.09	95.92 ±6.36	117.2	0.054
L-Ala	983.93 ± 66.02	1126.23 ± 53.74	114.5	0.07
L-Tyr	350.66 ± 27.68	444.34 ± 27.39	126.7	0.04
L-Val	330.69 ± 91.3	406.58 ± 80.47	122.9	N.S.
L-Met	75.69 ± 8.7	106.19 ± 8.98	140.3	0.03
L-Phe	187.23 ± 12.96	248.64 ± 15.72	132.8	0.01
L-Ile	104.43 ± 5.86	135.03 ± 9.53	129.3	0.02
L-Leu	430.37 ± 25.3	562.25 ± 31.6	130.6	0.009

(**A**,**B**) Amino acid concentrations in Floxed and LKO mice in the liver (**A**) and kidney (**B**) (*n* = 6 each). The ratio shows each amino acid concentration level in LKO mice compared to that in Floxed mice. Statistical analysis was performed using the Student’s *t*-test. N.S. indicates not statistically significant. l-Asp: L-Asparatic acid, l-Glu: Glutamic acid, l-Ser: Serine, l-Gln, Glutamine, l-His: Histidine, l-Thr: Threonine, Gly: Glycine, l-Arg: l-Arginine, Tau: Taurine, GABA: γ(gamma)-aminobutyric acid, l-Ala: l-alanine, l-Tyr: l-tyrosine, l-Val: l-valine, l-Met: l-methionine, l-Phe: l-phenylalanine, l-Ile: l-isoleucine, L-Leu: l-leucine.

**Table 2:** Detection of altered signaling pathway in the liver of LKO mice.

**(A)**	
**Enriched KEGG Pathway in Up-Regulated Genes**	
**Term**	***p*-Value**
mmu04740:O1factory transduction	2.90 × 10^−18^
mmu03320:PPAR signaling pathway	0.02511031
mmu04360:Axon guidance	0.04367046
**(B)**	
**Enriched KEGG Pathway in Down-Regulated Genes**	
**Term**	***p*-Value**
mmu05211:Renal cell carcinoma	0.00163639
mmu03015:mRNA surveillance pathway	0.00207197
mmu05220:Chronic myeloid leukemia	0.01099769
mmu04510:Focal adhesion	0.01549065
mmu03018:RNA degradation	0.01850316
mmu04630:Jak-STAT signaling pathway	0.01888063
mmu05221:Acute myeloid leukemia	0.02040881
mmu04151:PI3K-Akt signaling pathway	0.03143164
mmu04152:AMPK signaling pathway	0.03272039
mmu05212:Pancreatic cancer	0.03310616
mmu05200:Pathways in cancer	0.03348629
mmuO4713:Circadian entrainment	0.03641698
mmu04015:Rapl signaling pathway	0.04736727

KEGG pathway enrichment analysis of differentially expressed genes (DEGs) in LKO mice whose expression was upregulated (**A**) or downregulated (**B**) compared to Floxed mice.

**Table 3:** Detection of altered pathway, toxicity, and disease/disorder by IPA in the liver of LKO mice.

**(A)**		
**Top Canonical Pathway**		
**Name**	***p*-Value**	**Overlap**
IL-12 Signaling and Production in Macrophages	5.96 × 10^−4^	9.8% (11/112)
Ephrin Receptor Signaling	6.14 × 10^−4^	8.3% (14/168)
UVA-Induced MAPK Signaling	9.92 × 10^−4^	10.7% (9/84)
FLT3 Signaling in Hematopoietic Progenitor Cells	1.23 × 10^−3^	11.4% (8/70)
Calcium Signaling	1.27 × 10^−3^	8.1% (13/161)
**(B)**		
**Diseases and Disorders**		
**Name**	***p*-Value**	**# Molecules**
Cancer	0.0304–3.00 × 10^−6^	328
Hematological Disease	0.0304–3.00 × 10^−6^	52
Immunological Disease	0.0304–3.00 × 10^−6^	43
Organismal Injury and Abnormalities	0.0304–3.00 × 10^−6^	338
Tumor Morphology	0.0304–3.00 × 10^−6^	11
**(C)**		
**Hepatotoxicity**		
**Name**	***p*-Value**	**# Molecules**
Liver Regeneration	0.440–0.0228	3
Liver Edema	0.0304	1
Liver Fibrosis	0.306–0.0304	7
Liver Necrosis/Cell Death	0.247–0.0304	11
Hepatocellular Carcinoma	1.00–0.0352	12

IPA detected the top canonical pathway (**A**), disease and disorder (**B**), and hepatotoxicity (**C**) following the DEGs in the livers of LKO mice.

**Table 4:** Top 20 GO terms and KEGG pathways of differentially expressed genes in the liver of LKO mice. Top 20 GO terms of upregulated (**A**) and downregulated (**B**) genes in the liver of LKO mice compared with Floxed mice. Top 20 KEGG pathways of upregulated genes (**C**) and downregulated genes (**D**) in liver of LKO mice compared with Floxed mice.

**(A)**		
**Name**	**NES**	**NOM *p*-Value**
GOBP_NEGATIVE_REGULATION_OF_NUCLEOCYTOPLASMIC_TRANSPORT	1.7842134	0.00613497
GOBP_BRANCHED_CHAIN_AMINO_ACID_METABOLIC_PROCESS	1.7758015	0.00203666
GOBP_FATTY_ACID_BETA_OXIDATION	1.7479441	0.01434426
GOBP_REGULATION_OF_CAMP_DEPENDENT_PROTEIN_KINASE_ ACTIVITY	1.732202	0
GOBP_ELECTRON_TRANSPORT_CHAIN	1.7117621	0.02362205
GOBP_CELLULAR_METABOLIC_COMPOUND_SALVAGE	1.7083353	0
GOBP_ATP_SYNTHESIS_COUPLED_ELECTRON_TRANSPORT	1.707343	0.04918033
GOBP_NOTOCHORD_DEVELOPMENT	1.6475885	0.00393701
GOBP_COCHLEA_DEVELOPMENT	1.646138	0
GOBP_SECRETION_BY_TISSUE	1.6355267	0.00587084
GOBP_PYRIMIDINE_NUCLEOSIDE_TRIPHOSPHATE_METABOLIC_PROCESS	1.6341659	0.01185771
GOBP_PYRIMIDINE_RIBONUCLEOSIDE_TRIPHOSPHATE_METABOLIC_PROCESS	1.6233511	0.02564103
GOBP.METANEPHRIC_N EPHRON_MORPHOGEN ESIS	1.6204721	0.01996008
GOBP_REGULATION_OF_CARDIAC_CONDUCTION	1.6196082	0.01859504
GOBP_RESPIRATORY_ELECTRON_TRANSPORT_CHAIN	1.6190714	0.076
GOBP_SPERM_EGG_RECOGNITION	1.6184356	0.00592885
GOBP_DNA_UNWINDING_INVOLVED_IN_DNA_REPLICATION	1.618192	0.01030928
GOBP_METANEPHROS_MORPHOGENESIS	1.6089716	0.01629328
GOBP_MONOVALENT_INORGANIC_ANION_HOMEOSTASIS	1.6088727	0.00804829
GOBP_PYRIMIDINE_NUCLEOSIDE_TRIPHOSPHATE_BIOSYNTHETIC_PROCESS	1.6057541	0.01207244
**(B)**		
**Name**	**NES**	**NOM *p*-Value**
GOBP_REGULATION_OF_CYTOPLASMIC_TRANSLATION	−1.877478	0
GOBP_RNA_PHOSPHODIESTER_BOND_HYDROLYSIS_EXONUCLEOLYTIC	−1.8400294	0.002
GOBP_MATURATION_OF_5_8S_RRNA_FROM_TRICISTRONIC_RRNA_TRANSCRIPT_SSU_RRNA_5_8S_RRNA_LSU_RRNA	−1.8186126	0.00412371
GOBP_NEGATIVE_REGULATION_OF_PROTEIN_TYROSINE_KINASE_ACTIVITY	−1.8014549	0
GOBP_RNA_PHOSPHODIESTER_BOND_HYDROLYSIS	−1.7509472	0
GOBP_CLEAVAGE_INVOLVED_IN_RRNA_PROCESSING	−1.7341155	0.01649485
GOBP_POSITIVE_REGULATION_OF_VIRAL_TRANSCRIPTION	−1.7214938	0.0260521
GOBP_REGULATION_OF_MACROPHAGE_CHEMOTAXIS	−1.7151726	0
GOBP_PEPTIDYL_LYSINE_ ACETYLATION	−1.7136337	0
GOBP_MRNA_CLEAVAGE	−1.6955862	0.01
GOBP_POSITIVE_REGULATION_OF_HISTONE_DEACETYLATION	−1.684807	0.00984252
GOBP_NUCLEAR_TRANSCRIBED_MRNA_CATABOLIC_PROCESS_EXONUCLEOLYTIC	−1.680216	0.006
GOBP_VIRAL_GENE_EXPRESSION	−1.6742575	0.02615694
GOBP_MATURATION_OF_5_8S_RRNA	−1.6727061	0.02340426
GOBP_TRANSCRIPTION_PREINITIATION_COMPLEX_ASSEMBLY	−1.6675799	0.01757813
GOBP_PROTEIN_LIPID_COMPLEX_ASSEMBLY	−1.6524748	0.01335878
GOBP_NUCLEAR_ENVELOPE_REASSEMBLY	−1.6334432	0.03012048
GOBP_PROTEIN_ACETYLATION	−1.6297097	0
GOBP_PEPTIDYL_ASPARAGINE_MODIFICATION	−1.6176745	0.02985075
GOBP_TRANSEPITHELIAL_TRANSPORT	−1.6128986	0.00395257
**(C)**		
**Name**	**NES**	**NOM *p*-Value**
KEGG_ALZHEIMERS_DISEASE	1.7874615	0
KEGG_CARDIAC_MUSCLE_CONTRACTION	1.6276087	0.00796813
KEGG_VALINE_LEUCINE_AND_ISOLEUCINE_DEGRADATION	1.6064283	0.02484472
KEGG_GLUTATHIONE_METABOLISM	1.5816755	0.01020408
KEGG_PARKINSONS_DISEASE	1.5710168	0.10224949
KEGG_HUNTINGTONS_DISEASE	1.4995617	0.03952569
KEGG_FATTY_ACID_METABOLISM	1.4914919	0.04208417
KEGG_GLYCEROLIPID_METABOLISM	1.4762139	0.05633803
KEGG_PEROXISOME	1.4749482	0.125
KEGG_OXIDATIVE_PHOSPHORYLATION	1.4733046	0.14229248
KEGG_ARACHIDONIC_ACID_METABOLISM	1.4536077	0.00626305
KEGG_PROPANOATE_METABOLISM	1.446644	0.11332008
KEGG_OLFACTORY_TRANSDUCTION	1.4194456	0.02385686
KEGG_PPAR_SIGNALING_PATHWAY	1.4145677	0.06412826
KEGG_TRYPTOPHAN_METABOLISM	1.409311	0.12352941
KEGG_REGULATION_OF_AUTOPHAGY	1.4061221	0.07272727
KEGG_GLYCOSAMINOGLYCAN_BIOSYNTHESIS_HEPARAN_SULFATE	1.383326	0.05371901
KEGG_DNA_REPLICATION	1.3792615	0.17693837
KEGG_CALCIUM_SIGNALING_PATHWAY	1.362877	0.03193613
KEGG_GNRH_SIGNALING_PATHWAY	1.3259736	0.07628866
**(D)**		
**Name**	**NES**	**NOM *p*-Value**
KEGG_DORSO_VENTRAL_AXIS_FORMATION	−1.6805534	0.00199601
KEGG_RNA_DEGRADATION	−1.5593725	0.02674897
KEGG_NON_SMALL_CELL_LUNG_CANCER	−1.5283813	0.03092784
KEGG_N_GLYCAN_BIOSYNTHESIS	−1.5252374	0.06681035
KEGG_BASAL_TRANSCRIPTION_FACTORS	−1.4940801	0.02443992
KEGG_GLYCOSYLPHOSPHATIDYLINOSITOL_GPI_ANCHOR_BIOSYNTHESIS	−1.4563912	0.05285412
KEGG_PANCREATIC_CANCER	−1.4190394	0.05020081
KEGG_RENAL_CELL_CARCINOMA	−1.3920702	0.0831643
KEGG_ADHERENSJUNCTION	−1.3889191	0.09543569
KEGG_ENDOMETRIAL_CANCER	−1.3684485	0.05702648
KEGG_PROSTATE_CANCER	−1.3127599	0.10655738
KEGG_SMALL_CELL_LUNG_CANCER	−1.2742031	0.12576064
KEGG_TGF_BETA_SIGNALING_PATHWAY	−1.2639772	0.16232465
KEGG_SPLICEOSOME	−1.2469473	0.18526316
KEGG_PROTEIN_EXPORT	−1.2308676	0.32635984
KEGG_CHRONIC_MYELOID_LEUKEMIA	−1.22399	0.1523046
KEGG_MTOR_SIGNALING_PATHWAY	−1.2147567	0.17979798
KEGG_STEROID_HORMONE_BIOSYNTHESIS	−1.2091544	0.13541667
KEGG_RNA_POLYMERASE	−1.1975825	0.27021277
KEGG_PORPHYRIN_AND_CHLOROPHYLL_METABOLISM	−1.196312	0.21991701

## Data Availability

Microarray data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO series accession number GSE179912.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/nu13103468/s1, Table S1: Evaluation of amino acid metabolism in serum of LKO mice, Figure S1: Organs and the accumulation of adipose tissue in abdomen in LKO mice, Figure S2: Volcano plot of DEGs in the liver of LKO mice, Figure S3: IPA identify the phenotypically relevant IL-10 gene network.

How the deposited data were processed for this re-analysis (not part of the article)

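Total RNA from the livers of 6 Floxed and 6 LKO male mice, 30 weeks old, was measured on 12 single-color Agilent arrays, 1 mouse per array. The paper's methods name the RiboPure kit for the RNA, while the sample labels name TRIzol and a column system by Promega, and which of them was used is not known. Sample labels gave the genotype and a replicate number for each array, and the slide and the position on it came with the deposited array data. Slide 1 held Floxed mice 1 to 4, slide 2 held Floxed mice 5 and 6 and LKO mice 1 and 2, and slide 3 held LKO mice 3 to 6.

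The authors deposited for each array the intensity of every spot as the scanner software gives it, that is, the raw median intensity of the spot and of its local background and a processed intensity from which background and spatial trends were removed, with flags for spots that were outliers, saturated, significantly above background or well above background. None of these intensity values is normalized between arrays. The authors also deposited a table of intensity values per probe. It holds 39429 rows, all matched to a probe. Its values were on a linear scale and had the same distribution in all 12 columns. They lay within 0.1 on the log2 scale of a quantile normalization of the processed intensity for 99.9% of the values, with a median absolute difference of 5.25e-05. The authors' methods describe log2 transformation, quantile normalization, a filter on detection p-values below 0.01 in all samples and limma at p below 0.05.

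From the deposited files the following was computed. Control spots (1377 per array) were left out, which left 43020 spots of 39429 probes. The processed intensity was log2-transformed and quantile-normalized over the 12 arrays, spots marked as outliers (0.298% of all spots) were then treated as missing, and spots of one probe were averaged. The design written beforehand used a detection p-value and, failing that, the mark for a signal well above background. The mark was used, because no detection p-value was at hand. A probe printed on several spots counted as well above background where at least 0.5 of its spots were. Probes well above background on all 12 arrays were kept, 20404 in number. Genes were named by matching the RefSeq accession of each probe to a RefSeq gene table of assembly GRCm38.p6. Of 28389 probes with a RefSeq accession, 94.3% matched. The other probes keep the identifier of the array design. The array was designed on another genome build, so no coordinates are given. A gene with several probes was represented by the brightest probe over the 12 arrays. Of 2966 genes with several kept probes, 1044 had probes of both signs of change, and so had 25 of 142 called genes with several kept probes. This gave 16916 genes. Where methods called for the mean intensity of a spot, the median intensity was used.

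Genotypes were compared with limma (version 3.58.1 in R 4.3.3) with lmFit and eBayes, without covariates, and a gene was called at an unadjusted p below 0.05, the criterion of the paper's array methods. Its statistics section gives another criterion, an adjusted p and an absolute log2 fold change of at least 1, each of which was run as an alternative on its own. Lists of genes were written from general knowledge before the data were examined and are not the KEGG, GO or IPA sets of the paper. PPAR signaling, the insulin branch of PI3K-Akt signaling, olfactory receptors, and IL-12 and IL-10 signaling were tested among the called genes by a one-sided Fisher's exact test, and 6 lists after the paper's GSEA were tested with camera, with 10 lists in this family. A further 9 lists served the checks of the closing section: Atf4 targets, serine and glycine metabolism, macrophages, lymphocytes, adipocytes, pancreas acinar cells, blood, and both phases of the circadian clock. Single values of 6 against 6 mice were compared by a two-sided exact permutation test over all 924 arrangements. The genes named are those that the paper measures or places in the pathway (Phgdh, Psat1, Psph, Egr1, Pfkfb3, Pdk4, Fasn, Chac1, Atf4, Actb, Gapdh and Alb), and the 5 called genes with the largest rise and the 5 with the largest fall among those whose groups did not overlap. Some members of the lists are named where they were called.

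The alternatives chosen before the data were examined covered the normalization, the background correction, the signal column, the authors' table, the filter on dim probes, the outlier flags, probes in place of genes, the threshold, the methods' t-test, the slide, the replicate number, each array left out for the counts and Phgdh, and other set tests. A filter on positive and significant signal, and each array left out for the lists, were added later. The fitting and set-test code was tested on simulated data. With 200 of 16895 genes changed by 1.5 on the log2 scale between 6 LKO and 6 Floxed arrays, 99.5% were recovered at the unadjusted threshold and 98.0% after adjustment, and 5.12% of unchanged genes were called at the unadjusted threshold.

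The precision of each value is set by the number of arrays and by how far the signal stands above background. Between 54.8% and 61.5% of the probes were well above background on an array.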

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

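The tests of normalization and of carried-over pancreas in this part were chosen after the result was seen. For each named gene and each gene list, the highest or lowest array of each genotype was compared with the nearest of the others by Dixon's ratio of gap to range. Of 82 groups of 6 arrays, 6 were past Dixon's 95% critical value, against 4.1 by chance. All 6 were on arrays of LKO mice on slide 3.

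On the array of LKO mouse 5, Actb was lowest at a log2 intensity of 16.23, against 16.56 to 16.69 on the other LKO arrays, and Nol9 was lowest at 5.95, against 6.43 to 6.70. On the array of LKO mouse 3, Tfec was lowest at 3.69, against 4.39 to 4.78, and the pancreas acinar list was highest with a mean deviation of 0.34, against -0.08 to 0.07. On the array of LKO mouse 4, the fatty acid beta-oxidation list was highest at 0.15, against -0.03 to 0.03, and the lymphocyte list was lowest at -0.63, against -0.13 to 0.17. For Nol9 all 6 LKO values lay below all Floxed values, so its call does not rest on this array alone. For fatty acid beta-oxidation, leaving out LKO mouse 4 raised the camera p from 0.00173 to 0.0491.

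The normalization between arrays was weighed as a technical explanation. With each array scaled to its 75th percentile, Tfec on the array of LKO mouse 3 stood apart even more, with a gap over range of 0.747, which argues against quantile normalization as its cause. Of the other 5, 0 remained past the critical value when the normalization between arrays was changed, although in 3 of them the same array was still at the end of the range. For these, normalization and a difference of the mouse or of its tissue piece cannot be told apart, because under that scaling the gap over range was 0.568 for Nol9, 0.616 for lymphocytes and 0.537 for pancreas with the same array at the end, while for Actb and fatty acid beta-oxidation another array was at the end.

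Pancreas carried over at dissection was tested for LKO mouse 3. Of the 17 markers on the array, 3 were highest on this array and well above background on it, and 9, among them Prss2, Cpa1 and Pnlip, were not well above background. Carried-over pancreas would bring its abundant digestive enzymes together, so the values argue against it. No pancreas sample shows that the probes of the 9 markers respond, which weakens this. With 6 of the 82 groups past the critical value against 4.1 by chance, chance stays open for each of them. The genotype as a biological explanation was not tested within the LKO group.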

How the results depend on the processing

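The leave-one-out tests of the lists and the filter on positive and significant signal were chosen after seeing the data. The p values of this part come from limma's models, from Fisher's test on its calls and, for the enrichment score, from permutations of the genotype labels, and the exact permutation tests stand beside the results.

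With all 12 arrays, 1413 genes were called (832 up and 581 down). The count was within 1.5 times of this under 24 alternatives, among them normexp background correction, no background correction, the authors' table, outlier spots kept, a filter by genotype, the methods' t-test (1236 genes) and each array left out in turn. With each array left out, 1103 (without Floxed mouse 3) to 1837 genes (without LKO mouse 1) were called, 630 to 1036 of them up and 444 to 801 down, and 16 genes passed Benjamini-Hochberg adjustment without LKO mouse 1. The planned filter on a signal well above background on all arrays is the filter used throughout, so it gives no further value. Without a filter on dim probes, 2791 genes were called (1700 up and 1091 down) because 32524 genes were tested. Of these calls, 1262 were shared with the 1413 in the same direction. With 75th percentile scaling, 1127 genes were up and 316 down, so the share of upregulated genes was 78.1% in place of 58.9%. The cause was not tested. Benjamini-Hochberg adjustment left 0 genes in limma (0 up and 0 down), and 1 gene (1 up and 0 down) in the methods' t-test. An absolute log2 fold change of at least 1 left 88 genes (63 up and 25 down).

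Slide mattered most. With slide as a fixed block, which compares the genotypes within slide 2, 317 genes were called (168 up and 149 down), below the 845.8 expected by chance, and 95 of them were shared with the 1413 in the same direction. Only the 2 Floxed and 2 LKO arrays of slide 2 inform the genotype difference of this fit, while the spread behind its p values comes from all slides. With slide as a random block, 1925 genes were called and 9 passed adjustment, with an estimated correlation within slides of -0.07. In the fit with slide as a fixed block, Pfkfb3 and Pdk4 kept their direction and their call, and Egr1 kept its direction and was not called. The genes with the largest rises and falls were chosen because the values of the genotypes did not overlap, which fixes their direction within slide 2, so that fit does not test it. Of these, ENSMUST00000112755, AK090145, Gpr27 and Foxa3 were called there, and Nol9, Atp9b, TC1584441, Tfec and the remaining transcripts without a gene symbol were not. In that fit Phgdh had a log2 fold change of -0.055 and was not called. The signs of 6 genes that were not called also reversed there, with a log2 fold change of -0.11 for Psph, -0.81 for Fasn, 0.11 for Atf4, 0.073 for Actb, -0.036 for Gapdh and -0.082 for Alb. The lists for fatty acid beta-oxidation, glutathione metabolism, translation and olfactory receptors were no longer past the threshold, with p values of 0.183, 0.146, 0.0904 and 0.577, and the electron transport chain still was. The share of genes called between slides 1 and 3 with the same sign on slide 2 was 50.1%, and 51.6% when 887 genes were called at p below 0.01.

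The brightest Phgdh probe was lower in LKO mice in the fits that give it a value of its own, which changed the normalization, background correction, filter, outlier flags, blocks or arrays, with a log2 fold change from -0.60 to -0.055. No direction is read from the second probe, which was well above background on 1 Floxed and 3 LKO arrays only. With 75th percentile scaling the brightest probe was -0.34 and not called. With each array left out it stayed between -0.60 (without LKO mouse 2) and -0.38, and past the threshold in all 12 fits. Under 75th percentile scaling Atf4, which was not called, changed sign to 0.0021, and the p values of the electron transport chain and glutathione metabolism were 0.104 and 0.131. With the filter on positive and significant signal, the p value of glutathione metabolism was 0.0782. The cause was not tested for these.

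Other set tests changed the calls. The p values of fatty acid beta-oxidation, the electron transport chain, glutathione metabolism and translation were 0.0697, 0.0683, 0.103 and 0.219 with fry, 0.113, 0.179, 0.155 and 0.286 with an estimated correlation, and 0.0556, 0.167, 0.137 and 0.149 with the enrichment score. RNA degradation passed the threshold with the enrichment score (label permutation, p = 0.0179). Olfactory receptors had p = 0.0690 with fry and 0.0929 with an estimated correlation. In place of Fisher's exact test, camera gave p = 0.00731 for PPAR signaling (upward), 0.0309 for PI3K-Akt (downward) and 0.0280 for IL-12 and IL-10 signaling (downward), and none of these calls held with fry (p values of 0.0882, 0.173 and 0.247) or with an estimated correlation (0.106, 0.209 and 0.285). With each array left out, p ranged from 0.000214 to 0.0491 for fatty acid beta-oxidation, 1.26e-05 to 0.00631 for the electron transport chain, 0.00753 to 0.103 for glutathione metabolism, 0.207 to 0.697 for RNA degradation, 0.0447 to 0.614 for basal transcription factors, 0.000617 to 0.0690 for translation, 0.0370 to 0.957 for PPAR signaling, 0.262 to 0.733 for PI3K-Akt, 8.94e-23 to 2.04e-13 for olfactory receptors and 0.664 to 0.988 for IL-12 and IL-10 signaling. Calls changed for 4 lists. Glutathione metabolism lost its call without Floxed mouse 1, LKO mouse 1 or LKO mouse 4, and translation without Floxed mouse 4, LKO mouse 3 or LKO mouse 5. PPAR signaling gained one without Floxed mouse 6 or LKO mouse 3, and basal transcription factors without Floxed mouse 1 or 2.

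Both genotypes carry replicate numbers 1 to 6, and the mice were littermates, and the labels give same-numbered mice adjacent mouse numbers, but neither the labels nor the text say that a number marks a litter. The deviations of same-numbered arrays from their group means correlated across genes with Pearson's r of 0.0090, -0.19, 0.15, 0.32, -0.24 and 0.12 for numbers 1 to 6. Genes are not independent replicates. Same-numbered arrays did not deviate together in every pair, so they were not treated as pairs, although a shared litter is not excluded. The arrays of each number lay on different slides, and differently numbered arrays were not correlated, so these values cannot decide on pairing. With a replicate block, 1428 genes were called (720 up and 708 down) and 0 passed Benjamini-Hochberg adjustment. In that fit Phgdh was -0.48 and called, with an unadjusted limma p of 0.00326. With a replicate block and slide as a fixed block, 825 genes were called (263 up), Phgdh was -0.42 and not called, and Egr1 (-0.51), Fasn (-0.10), Atf4 (0.63), Gapdh (-0.11), Tfec (0.22) and a transcript without a gene symbol (-0.30) changed sign. In that fit, basal transcription factors, RNA degradation and translation were shifted upward, with p values of 0.0279, 0.259 and 0.134, and the p values were 0.0630 for fatty acid beta-oxidation, 0.120 for the electron transport chain, 0.443 for glutathione metabolism and 1 for olfactory receptors.

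Signal over background limits the dim genes. Of the called genes, 46.9% lay in the dimmest 20% of the tested genes, and the Phgdh probe was among these.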

Differences from the paper's values

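The paper reports 2770 differentially expressed genes, and 1413 were called here at the same unadjusted threshold. Of the alternatives set before the data were examined, no filter on dim probes (2791 genes) and slide as a random block (1925 genes) came within 1.5 times of the paper's count and the others did not. The filter on positive and significant signal, which was chosen after seeing the data, also did (1975 genes).

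The paper reports 1579 upregulated genes, and 832 were found here. The count was within 1.5 times of the paper's with no filter on dim probes (1700), with 75th percentile scaling (1127), with slide as a random block (1087) and, chosen after seeing the data, with the filter on positive and significant signal (1201), and not under the other alternatives. The paper reports 1191 downregulated genes, and 581 were found here. The count was within 1.5 times of the paper's with no filter on dim probes (1091), with slide as a random block (838), with probes counted in place of genes (830) and without LKO mouse 1 (801), and not under the other alternatives.

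The paper's largest upregulation is 4.9-fold, and the largest here was 3.21-fold. The fold was within 1.5 times of the paper's with no filter on dim probes (4.90), with the filter by genotype (4.44), with 75th percentile scaling (3.38), with slide as a fixed block (5.23), with slide as a random block (3.54), in 8 of the fits with an array left out (3.27 to 4.30) and, chosen after seeing the data, with the filter on positive and significant signal (3.97), and not under the other alternatives. The paper's strongest downregulation is 0.17-fold, and the strongest here was 0.324-fold. It was within 1.5 times of the paper's with no filter on dim probes (0.175), with the filter by genotype (0.175), with slide as a fixed block (0.131), without Floxed mouse 5 (0.253) and without LKO mouse 5 (0.237), and not under the other alternatives.

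The paper states that PPAR signaling was enriched among the upregulated genes and PI3K-Akt signaling among the downregulated genes. With the lists used here, which are not the paper's, Fisher's exact test gave p = 0.224 and p = 0.748. Camera with a preset correlation called both in the paper's direction, with p = 0.00731 and p = 0.0309, but fry and an estimated correlation called neither. Fisher's exact test called PPAR signaling without Floxed mouse 6 (p = 0.0370) or LKO mouse 3 (p = 0.0476), fits chosen after seeing the data. The paper describes IL-12 signaling as the top pathway of the upregulated genes. Of 55 genes of IL-12 and IL-10 signaling, 0 were upregulated and 2 downregulated here, and camera placed the list downward (p = 0.0280, against 0.173 in an exact permutation test of the mean deviation), a call that did not hold with fry or an estimated correlation. The paper lists RNA degradation and basal transcription factors as negatively correlated. Camera gave p = 0.381 and p = 0.137, while the enrichment score called RNA degradation downward (label permutation, p = 0.0179), and camera called basal transcription factors downward without Floxed mouse 1 (p = 0.0447) or 2 (p = 0.0490), fits chosen after seeing the data.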

Other observations

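The tests of slide for olfactory receptors and for Phgdh, of a mislabeled sample, of pancreas by markers near background, and the clock lists without single arrays, were chosen after the result was seen. The others in this part were written before the result each of them measures.

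Chance could not be excluded for the number of called genes. Among 100 splits of the 12 arrays into 6 and 6, the real one included, 12 gave at least 1413 genes, with a median of 570 in the other splits and a highest count of 2986. Splits that follow the slides gave similar counts. When slide 1 was set against slide 3 and the 4 arrays of slide 2 were divided between them in the 6 possible ways, the division by genotype gave 1413 genes and the others gave 1768, 1714, 1545, 1458 and 1360. The 1458 came from exchanging the genotypes on slide 2. The genotypes within slide 2, with slide as a fixed block, gave 317.

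Slide was tested as an explanation for the called genes. Of the genes called between the Floxed mice of slide 1 and the LKO mice of slide 3, 50.1% kept their sign on slide 2, which is what unrelated differences would give. Among the 15 ways of dividing the 6 LKO arrays into 4 and 2, the division by slide gave 1693 genes and was the second highest, and among those of the Floxed arrays it gave 362 and ranked 13 of 15. A difference of slide 3 from the other slides may therefore contribute, but slide 3 holds LKO mice only, so slide 3 and genotype cannot be told apart on it. A biological effect of the deletion stays open.

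The Phgdh values bear on the same question. Phgdh differed by -0.055 between the genotypes within slide 2, and the arrays labeled LKO 1 and LKO 2 were 0.73 above the LKO arrays of slide 3, the largest difference among the 15 divisions of the LKO arrays into 4 and 2. A slide effect on this dim probe, or a mislabeled sample among the arrays labeled LKO 1 and LKO 2, are candidate explanations. The paper reports genotyping PCR on livers of 6 mice per genotype, with the null allele in LKO liver, and lower Phgdh mRNA and protein there. It does not say whether these were the mice on the arrays, so a mix-up of array samples stays open. Phgdh was lower in the LKO mouse of every same-numbered pair, with 5.07 against 5.19 for number 1 and 5.30 against 5.50 for number 2. Whether a number marks a litter is not known, so these pairs do not decide between the explanations. A mislabeled sample predicts that the other genes that separate slides 1 and 3 keep their sign on slide 2 by chance only. At p below 0.01 the share was 51.6%, which a slide effect predicts as well, so the explanations cannot be told apart. Other genes on the same arrays point the other way. On the arrays labeled LKO 1 and LKO 2, Pdk4 was 9.04 and 9.14, above all Floxed values.

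For olfactory receptors, 1 of 100 splits, the real one, gave a p of Fisher's exact test as small, without an adjustment for the 10 lists. By this count alone chance was excluded. The tests that keep the correlation of the genes or permute the mice did not exclude it, with p values of 0.0690 for fry, 0.0929 for camera with an estimated correlation, 0.0588 for the enrichment score and 0.0519 for the exact permutation test of the mean deviation. Among the 6 splits that follow the slides the smallest p of the others was 3.79e-20, close to the 2.43e-20 of the genotypes. Signal near background stays open. The test planned for it was a Fisher's exact test over probes well above background on all 12 arrays (p = 2.43e-20), but this filter had already been applied to the genes that gave the enrichment, so the test restates it and signal near background cannot be told apart from other explanations. Of the genes that the filter removed, 983 were olfactory receptor genes, and 7.02% of these were upregulated against 5.77% of all removed genes (Fisher's exact test, p = 0.0513). Within the kept genes, the enrichment sat in the dimmest 20% of the tested genes, where 28 of 57 olfactory receptor genes were upregulated, and was smaller above it, with 4 of 29 (Fisher's exact test, p = 0.0143). A general shift of dim probes was tested with 10000 random lists of the same brightness. The median log2 fold change of the olfactory receptors, 0.25, lay at percentile 100 of these lists, 95% of which had medians from -0.088 to 0.024, which argues against a background shift common to dim probes. A slide effect on these probes stays open. The difference between the genotypes within slide 2 was 0.0377, and the division of the LKO arrays by slide gave the largest difference among 15. Slide 3 and genotype cannot be told apart for these genes, because slide 3 holds LKO mice only.

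For the other 9 lists the splits did not exclude chance. The number of 100 splits with a p as small was 7 for fatty acid beta-oxidation, 9 for the electron transport chain, 12 for glutathione metabolism, 32 for the regulators of translation, 38 for RNA degradation, 38 for basal transcription factors, 40 for PPAR signaling, 79 for PI3K-Akt and 87 for IL-12 and IL-10 signaling. Of the 6 splits that follow the slides, a split other than the genotypes gave a p as small for the electron transport chain (0.000272), the regulators of translation (0.00253), RNA degradation (0.253), basal transcription factors (0.113), PPAR signaling (4.47e-08), PI3K-Akt (0.137) and IL-12 and IL-10 signaling (0.150), and none did for fatty acid beta-oxidation, glutathione metabolism or olfactory receptors.

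The paper measured several genes by quantitative PCR, and the arrays give these values for them. Egr1 was 8.78 ± 1.14 (SD, n = 6) in Floxed mice and 10.31 ± 1.04 (SD, n = 6) in LKO mice on the log2 scale (exact permutation test, p = 0.0346). Pfkfb3 was 9.49 ± 0.67 and 8.15 ± 0.82 (SD, n = 6 each, exact permutation test, p = 0.00866). A second Pfkfb3 probe was well above background on 5 Floxed arrays and 1 LKO array, so no difference is read from it. Pdk4 was 7.49 ± 0.35 and 8.55 ± 0.65 (SD, n = 6 each, exact permutation test, p = 0.00866). Fasn did not differ, with 10.43 ± 0.88 and 10.72 ± 0.96 (SD, n = 6 each, exact permutation test, p = 0.600). Within slide 2 the differences of LKO from Floxed mice were 1.06 for Egr1, -1.90 for Pfkfb3, 1.87 for Pdk4 and -0.81 for Fasn. The adjusted limma p with Benjamini-Hochberg adjustment was 0.440 for Egr1, 0.333 for Pfkfb3 and 0.280 for Pdk4. The log2 fold changes of Psat1 (0.05), Psph (0.01), Atf4 (-0.03), Chac1 (-0.47), Actb (-0.10), Gapdh (0.01) and Alb (0.09) were not called. The directions for Psph, Atf4, Actb, Gapdh, Alb and Fasn depend on the fit, and Atf4 changed sign under 75th percentile scaling. That of Egr1 reversed to -0.51 with a replicate block and slide as a fixed block.

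An integrated stress response in LKO liver was proposed as a hypothesis because Phgdh is itself a target of Atf4. Of 36 Atf4 target genes, 15 were higher and 21 lower in LKO mice, and the mean deviation differed by -0.04 (exact permutation test, p = 0.403, with a 95% interval from -0.14 to 0.07), and by -0.046 within slide 2. Phgdh, the deleted gene, is counted in this list, with a log2 fold change of -0.48. Its fall is no measure of Atf4 activity, and the list was not scored without it. The targets did not rise as a set, but a small rise cannot be told apart from none with 6 arrays per group. The called targets other than Phgdh were Asns and Mthfd2, with log2 fold changes of -1.18 and -0.34, and Ddit4, with 0.53. Trib3 and Fgf21 were not called. The serine and glycine list, which also counts Phgdh, had 17 genes higher and 17 lower (exact permutation test of the mean deviation, p = 0.294), with a difference of -0.0034 within slide 2.

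A higher share of macrophages was tested for the inflammation-related changes. Of 19 macrophage markers 3 were higher and 16 lower in LKO mice, and the mean deviation differed by -0.09 (exact permutation test, p = 0.626). Within slide 2 it differed by 0.081, in the other direction. The markers with the brightest probes, Cd5l and Csf1r, changed by -0.02 and -0.09, although the brightness of probes does not rank the abundance of genes. The 95% interval of the difference over all arrays, from -0.50 to 0.32, is too wide to tell, so a share of macrophages that differs cannot be told apart from none. Of 13 lymphocyte markers 10 were lower (exact permutation test of the mean deviation, p = 0.323), with a difference of -0.019 within slide 2.

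The time of dissection was weighed with clock genes, and Per1, the called gene of the clock lists with the largest change, had a log2 fold change of -1.15 (standard error 0.27) and an adjusted p of 0.257 from limma with Benjamini-Hochberg adjustment. The list of clock genes high in the night phase differed by -0.30 (exact permutation test, p = 0.370), and those high in the day phase by 0.30 (exact permutation test, p = 0.268). Neither difference was beyond the spread of the mice. Within slide 2 the lists differed by -1.14 and 0.87, with Dbp at -2.94 and Arntl at 1.73, and between slide 3 and slide 1 by 0.12 and 0.0079. The differences within slide 2 rest largely on LKO mouse 2, at -1.20 and 0.92, while LKO mouse 1 was at 0.048 and 0.19. Without LKO mouse 2 they were -0.51 and 0.51 within slide 2, and -0.091 and 0.14 over all slides (exact permutation test, p = 0.736 and p = 0.522). A difference in the time of dissection cannot be told apart from a genotype effect, because the exact tests above leave both open.

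Tissue carried over at dissection was weighed with 3 marker lists. The mean deviation differed by 0.18 for adipocytes (exact permutation test, p = 0.569), 0.12 for pancreas acinar cells (p = 0.206 from the same exact test) and -0.18 for blood (p = 0.364 from the same exact test). The differences within slide 2 were -0.35, 0.035 and 0.16. Of the 17 pancreas markers on the array, 7, among them Prss2, Cpa1 and Pnlip, were well above background on none of the 12 arrays. Another 6, among them Ctrb1, Clps and Cel, were well above background on all 12. The 7 argue against pancreas only if their probes respond to it, which no sample here shows. The lists did not differ together. Small amounts of fat, pancreas or blood cannot be told apart from none, because their differences lay within the spread of the mice. Of the genes with the brightest probe of each list, Car3 changed by -0.08, Amy2a5 by 0.16 and Hba-a2 by -0.41, and none of these was called. The pancreas marker Cel was called, with a log2 fold change of 0.54. It was the 1 gene of its list that passed when adjusted over the list alone, with 0 over all tested genes. The Floxed livers themselves gave log2 intensities of 17.23 for Car3 and 10.39 for Amy2a5, so a small share of other tissue could be hidden in these genes.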
